# Phytohormone balance and stress-related cellular responses are involved in the transition from bud to shoot growth in leafy spurge

**DOI:** 10.1186/s12870-016-0735-2

**Published:** 2016-02-20

**Authors:** Wun S. Chao, Münevver Doğramaci, David P. Horvath, James V. Anderson, Michael E. Foley

**Keywords:** Dormancy, Hormone profiling, Leafy spurge, RNA-seq, Vegetative growth

## Abstract

**Background:**

Leafy spurge (*Euphorbia esula* L.) is an herbaceous weed that maintains a perennial growth pattern through seasonal production of abundant underground adventitious buds (UABs) on the crown and lateral roots. During the normal growing season, differentiation of bud to shoot growth is inhibited by physiological factors external to the affected structure; a phenomenon referred to as paradormancy. Initiation of shoot growth from paradormant UABs can be accomplished through removal of the aerial shoots (hereafter referred to as paradormancy release).

**Results:**

In this study, phytohormone abundance and the transcriptomes of paradormant UABs vs. shoot-induced growth at 6, 24, and 72 h after paradormancy release were compared based on hormone profiling and RNA-seq analyses. Results indicated that auxin, abscisic acid (ABA), and flavonoid signaling were involved in maintaining paradormancy in UABs of leafy spurge. However, auxin, ABA, and flavonoid levels/signals decreased by 6 h after paradormancy release, in conjunction with increase in gibberellic acid (GA), cytokinin, jasmonic acid (JA), ethylene, and brassinosteroid (BR) levels/signals. Twenty four h after paradormancy release, auxin and ABA levels/signals increased, in conjunction with increase in GA levels/signals. Major cellular changes were also identified in UABs at 24 h, since both principal component and Venn diagram analysis of transcriptomes clearly set the 24 h shoot-induced growth apart from other time groups. In addition, increase in auxin and ABA levels/signals and the down-regulation of 40 over-represented AraCyc pathways indicated that stress-derived cellular responses may be involved in the activation of stress-induced re-orientation required for initiation of shoot growth. Seventy two h after paradormancy release, auxin, cytokinin, and GA levels/signals were increased, whereas ABA, JA, and ethylene levels/signals were decreased.

**Conclusion:**

Combined results were consistent with different phytohormone signals acting in concert to direct cellular changes involved in bud differentiation and shoot growth. In addition, shifts in balance of these phytohormones at different time points and stress-related cellular responses after paradormancy release appear to be critical factors driving transition of bud to shoot growth.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-016-0735-2) contains supplementary material, which is available to authorized users.

## Background

Leafy spurge (*Euphorbia esula* L.) is an herbaceous perennial weed that causes major economic losses in the Upper Great Plains of the United States [1, 2]. It maintains its perennial growth cycle through the seasonal production of abundant underground adventitious buds (UABs) on the crown and lateral roots (often referred to as crown and root buds). Dormancy in these UABs inhibits initiation of new vegetative growth under favorable or unfavorable environmental conditions and is an important survival mechanism [3]. Leafy spurge UABs are capable of manifesting the three well-defined phases of para-, endo-, and eco-dormancy [4]. Paradormancy is growth cessation controlled by physiological factors external to the affected structure, endodormacy is growth cessation controlled by internal physiological factors, and ecodormancy is growth cessation controlled by external environmental factors [5].

Signals originating from environmental and physiological factors during plant development are involved in facilitating the different phases of dormancy [6, 7]. Environmental signals such as temperature and light play crucial roles in regulating induction and release of bud dormancy, though the extent of their effects and the crosstalk between temperature- and light-regulated signaling pathways appear to be species dependent [7]. Physiological signals, including phytochrome, sugar, and phytohormones, are basically associated with direct phenotypic changes when plants perceive environmental signals.

Phytohormones that have been associated with bud growth and development include abscisic acid (ABA), ethylene, gibberellic acid (GA), cytokinin, brassinosteroids (BR), and auxin. ABA is involved in stress responses, bud development, and bud maturation [8–10] and may contribute to the suppression of growth during bud formation [9] and the development of endodormancy [11, 12]. Ethylene facilitates short day photoperiod-induced terminal bud formation, as well as normal endodormancy development [13, 14]. Ethylene is also required for ABA accumulation [13, 15] and may interact with ABA and auxin signaling pathways for apical dominance [14]. GA alone or in combination with other hormones regulates many aspects of plant growth and development [16] including vegetative bud growth (cell elongation) following dormancy release [6]. Cytokinins control cell division, shoot meristem initiation, leaf and root differentiation, and various aspects of plant growth and development [17]. Cytokinins also function as key regulatory signals promoting axillary bud outgrowth when the apical meristem is removed [18]. BRs are a class of naturally-occurring steroid phytohormones regulating essential physiological processes during plant growth and development. BR signaling interacts with light, GA and auxin pathways to regulate different aspects of photomorphogenesis [19, 20].

Auxin regulates numerous plant developmental and physiological processes [21], and auxin signaling has been well studied in paradormant buds. In general, auxin is synthesized in the primary shoot apex, moves basipetally through the stem, and inhibits axillary bud outgrowth [22]. Basipetal movement of auxin in the stem also affects the acropetal movement of cytokinin and strigolactone (secondary messengers), which promotes and inhibits bud outgrowth, respectively [23–26]. It is thought that the involvement of ABA on strigolactone biosynthesis could contribute to regulation of paradormancy in vegetative buds [27]. In addition, auxin-regulated strigolactone depletion is a major cause of branching after removal of the growing shoot apices [28]. Paradormancy in leafy spurge inhibits UABs from developing into new shoots through auxin and sugar signals generated from the actively growing aerial portion of the plant [29–32].

Leafy spurge has been used as a model perennial to investigate well-defined phases of dormancy in UABs [4, 33–36]. Further, development of an EST database [37] provided opportunities to study the transcriptome of leafy spurge UABs following paradormancy release [38]. Early results, obtained using a 2654-element Euphorbiaceae cDNA microarray, identified several differentially-regulated genes. For example, genes encoding putative homologues of asparagine synthase, a phosphate-inducible protein, and a curculin-like (mannose binding) lectin family protein were rapidly up-regulated and genes involved in flavonoid biosynthesis were rapidly down-regulated upon loss of paradormancy. To further investigate the regulation of gene expression during paradormancy release and initiation of shoot growth from crown buds following aerial stem removal, we compared the transcriptome of paradormant and growth-induced UABs based on RNA-seq data.

In this research, crown buds were harvested from paradormant leafy spurge plants (0 h) and also from plants post-decapitation of all aerial tissues (6, 24, and 72 h). Daily growth of a crown bud after shoot removal is shown in Fig. 1. These UABs were also used for hormone measurements and preparation of RNA samples for RNA-seq and RT-qPCR analyses. Based on the analyses of RNA-seq, RT-qPCR, and hormone profiling data, our results were consistent with different phytohormone signals acting in concert to direct cellular changes involved in growth; in addition, shifts in balance among these phytohormones at different time points and stress-related cellular responses after paradormancy release appear to be critical factors driving transition of bud to shoot growth.

**Fig. 1:**
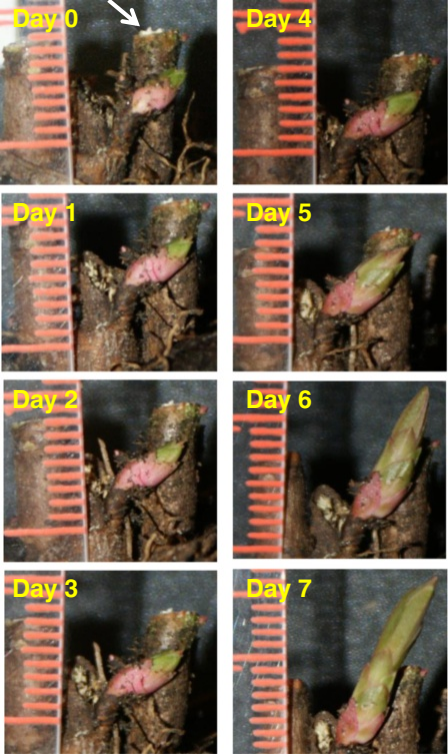
Growth of a crown bud after shoot removal. The arrow (Day 0) indicates where the shoot was excised

## Results

### Principal component analysis indicates 24 h as the most active period of cellular changes during paradormancy release

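Crown buds were harvested at 0 h, 6 h, 24 h and 72 h after shoot removal from plants in a growth chamber, and poly A+ RNA of pooled buds was sequenced. The libraries number 15, with 3 at 0 h and 4 at each later time point. Buds were collected around noon at every time point, and all libraries shared a single sequencing lane, so neither hour of the day nor lane divides the groups. The authors trimmed the reads, assembled contigs with Trinity and counted fragments per contig and per component (gene) with RSEM. The deposited table holds these values, called expected counts, before any normalization. Components were annotated by their best BLASTX hits.
Library totals ranged from 2569254 to 6649334 expected counts at 0 h, 2589107 to 7981890 at 6 h, 3750902 to 8766393 at 24 h and 1847115 to 7253556 at 72 h. Expected counts accounted for 36.6 to 53.0% of the trimmed fragments. Counts were divided by median-of-ratios size factors, the normalization in the authors' own commands (Additional file 8), and called normalized counts below. Components with more than 10 normalized counts in every library of a time point were compared with 0 h by edgeR's quasi-likelihood test in 1 fit of all libraries. Called components have a Benjamini-Hochberg adjusted p under 0.05. RSEM shares a read among similar contigs, so counts of close copies of a gene are less certain than their standard errors show. The counting options in Additional file 8 took fragments of 1 strand only, so which fragments of a component were counted depends on how its contigs are oriented. Whether the strand setting suits the directional library kit was not tested. A component can also join contigs with different hits, and its count is then not the count of 1 gene. The library totals of each time point overlap those of the others.

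**Figure D1:**
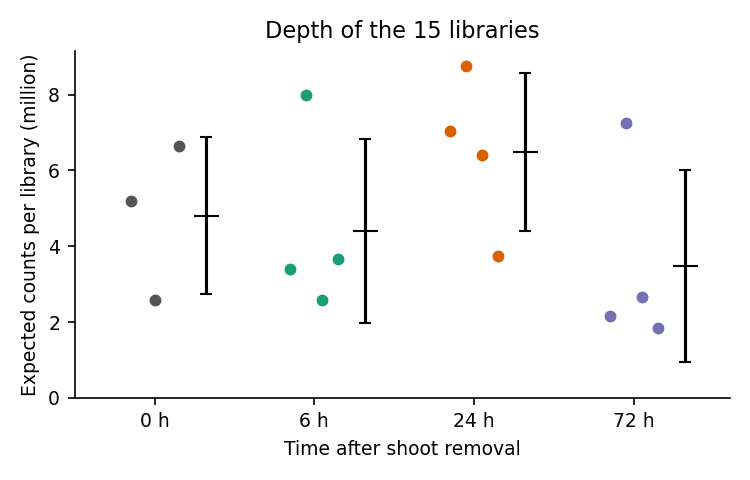
Total expected counts of each library (points) at 0 h, 6 h, 24 h and 72 h, with the mean ± SD of each time point (black). The medians were 5196254, 3522788, 6720770 and 2417543.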

RNA-seq technology was used to identify signaling pathways and differences in transcript profiles in leafy spurge crown buds during the transition from paradormancy to shoot-induced growth. Of the 569,227 contigs present in our assembly, between 220,164 (72 h, rep4) and 292,399 (24 h, rep 2) primary contigs (components) were represented among the 15 libraries (Additional file 1: Table S1). 

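Counting every contig of a component with an expected count above 0 gave 220164 contigs in replicate 4 of 72 h and 292399 in replicate 2 of 24 h. Contigs whose own expected count was above 0 were fewer, 61142 to 121217 per library. These contigs belonged to 31042 to 54791 components. The library with the fewest had the smallest total (1847115 expected counts), and the library with the most had the largest (8766393).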

Among all primary contigs, 388,193 (representing 98,254 genes) were present in at least one sample. However, 164,810 contigs (representing 18,414 genes) were expressed at levels greater than 10 transcripts per million (TPM, see Additional file 2: RNA-seq master file). 

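Of 223732 components in the deposited table, 98254 had an expected count above 0 in at least 1 library, and 21790 had one in all 15. The former components hold 388193 contigs, of which 242434 have an expected count above 0 of their own. More than 10 normalized counts in every library of at least 1 time point left 18415 components with 164810 contigs. These components carry 98.6% of all expected counts. Normalized counts summed to 3959084 to 4363570 per library, so a value of 10 is not 10 CPM. CPM in place of normalized counts left 12979 components.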

From these contigs, 7855 genes had differential transcript abundance (posterior probability of being differentially expressed (PPDE) ≥ 0.95) based on the EBseq program (see Methods section) of the four bud sampling time points (0, 6, 24, and 72 h). 

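Among the 18415 components tested, 11641 (63.2%) differed among the 4 time points at an adjusted p under 0.05 in edgeR's quasi-likelihood test. The deposited posterior probability was at least 0.95 for 7855 components, and 7781 of them (99.1%) were among the 11641. A further 3860 components were called by edgeR alone. Their median range of log2 means over the 4 time points was 0.64, against 0.79 for those past the posterior probability. Requiring a change of at least 1.5-fold moved the number most, to 6406.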

Principal component analysis of these 7855 genes revealed similarities and differences between the physiological states (Fig. 2). 

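Principal component analysis of the normalized counts of the components with a posterior probability of at least 0.95 gave a first axis with 68.0% of the variance. The 24 h libraries scored 25772 to 32711 on it, and all other libraries -20797 to -859. On unlogged counts the axis rests on few components: comp132344_c1 alone carried 43.5% of the squared loadings and 3 components reached 50%. On log2 values the share of variance was 51.7%, the lowest among the alternatives, and the 24 h libraries again stood apart from all others.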

The first dimension of the analysis, the X-component, explained 68 % of the variance and clearly distinguished 24 h growth-induced buds from other time points (0 h, 6 h, and 72 h). 

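Buds of 0 h scored 11450.0 to 16925 on the second axis and buds of 6 h -15278 to -9555. Scores of 72 h buds, -919 to 1611, lay between these and overlapped those of 24 h buds (1507 to 4112). The axis held 16.9% of the variance, and its heaviest component was a catalase (comp126585_c0, 16.7% of the squared loadings). All expressed components moved this share most, to 26.3%.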

The Y-component explained 17 % of the variance, indicating that the physiological state of the 72 h buds was similar to both 0 h and 6 h buds, whereas 0 h and 6 h buds were not as similar to each other as to 72 h buds (higher Y variance). Nevertheless, principal component analysis clearly separated these 4 groups of buds, indicating divergent physiological states among them.

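On the plane of the first 2 axes, distances between group means were divided by the spread within groups. The distance from 0 h was 8.28 at 6 h, 13.1 at 24 h and 4.17 at 72 h. Between later time points it was 11.1 for 6 h and 24 h, 5.08 for 6 h and 72 h, and 13.6 for 24 h and 72 h. From this separation on the plane, the paper concludes that the physiological states of the 4 groups diverged. Not every distance held under other inputs. On log2 values the distance of 72 h from 0 h was 0.901, less than the spread within groups, and with all expressed components that of 72 h from 6 h was 0.937.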

**Fig. 2:**
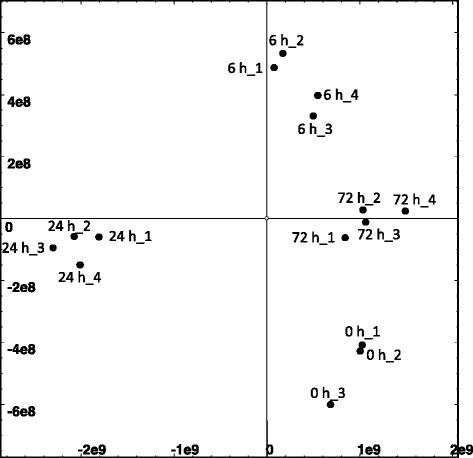
Principal component analysis applied to 7855 differentially-regulated genes (PPDE ≥ 0.95) based on RNA-seq analyses of underground adventitious buds at 0, 6, 24, and 72 h after released from paradormancy by shoot removal

Using paradormant (0 h) buds as a baseline, statistical analyses were performed to compare buds from various growth-induced time points; i.e., 6 h vs. 0 h, 24 h vs. 0 h, and 72 h vs. 0 h. 

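Each later time point was compared with 0 h by edgeR's quasi-likelihood test at an adjusted p under 0.05. At 6 h, 3475 components were called (18.9% of those tested), 1832 higher and 1643 lower. At 24 h the number was 9091 (49.4%), with 4279 higher and 4812 lower. At 72 h it was 3026 (16.4%), with 1671 higher and 1355 lower. Median absolute log2 fold changes among called components were 0.59, 0.65 and 0.60. A posterior probability of at least 0.95 was held by 2688, 6456 and 2275 of the called components. A change of at least 1.5-fold left 1774, 5213 and 1560, and an adjusted p under 0.01 left 1939 at 6 h and 1533 at 72 h.

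**Figure D2:**
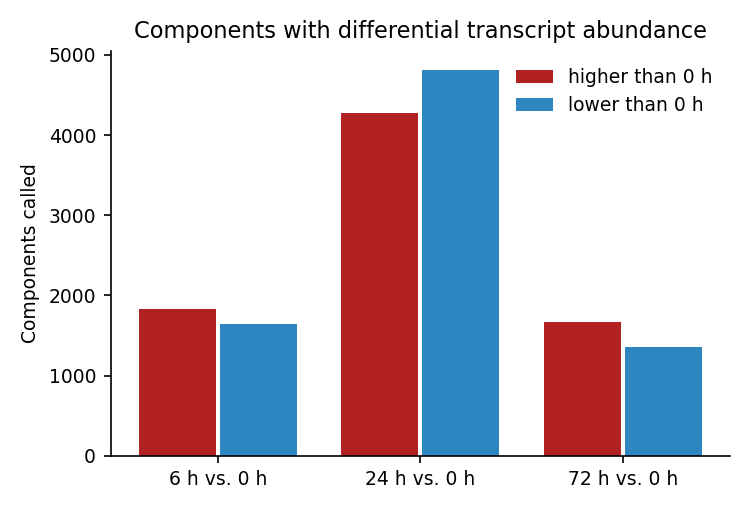
Number of components called higher (red) and lower (blue) than at 0 h in each of the 3 comparisons, shown as bars. The 24 h comparison has the most, 4279 higher and 4812 lower.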

Analysis indicated 3404, 6988, and 2850 genes had differential transcript abundance for the 6 h vs. 0 h, 24 h vs. 0 h, and 72 h vs. 0 h comparisons, respectively. The distribution of genes associated with transcripts that are unique and common among three comparisons is shown in the Venn diagram (Fig. 3 and Additional file 2: RNA-seq master file – Pattern key). The results indicate that 217 out of 3404 genes with differential transcript abundance were unique for 6 h vs. 0 h, 3099 out of 6988 were unique for 24 h vs. 0 h, and 300 out of 2850 were unique for 72 h vs. 0 h. 

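Components called in 1 comparison only numbered 581 at 6 h (16.7% of those called then), 5455 at 24 h (60.0%) and 765 at 72 h (25.3%). A change of at least 1.5-fold left 3622 at 24 h, and an adjusted p under 0.01 left 461 at 72 h. Leaving out replicate 2 of 72 h, the deepest library of that time point, left 455 at 72 h. A component called in 1 comparison only can lie just short of the threshold in the others. The areas of the paper's diagram instead divide its genes past the posterior probability, so they are another measure.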

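Pairs of later time points were also compared directly. Between 6 h and 24 h 7422 components were called, 3251 higher at 24 h and 4171 lower. Between 24 h and 72 h there were 9392 and between 6 h and 72 h 4394, so each comparison with 24 h buds gave more calls than any comparison without them. The number called at 24 h against 0 h was 2.62 times the larger of the numbers at 6 h and 72 h. Over all alternatives this ratio ranged from 2.28, with edgeR on only the 2 groups compared, to 3.49, with an adjusted p under 0.01.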

The 3099 unique gene set for 24 h vs. 0 h supports the results obtained in principal component analysis (Fig. 2) that the physiological states of 24 h growth-induced buds were most dissimilar among 4 time points. There were 1689 genes common in transcript abundance between 6 h vs. 0 h and 24 h vs. 0 h, 1052 common between 24 h vs. 0 h and 72 h vs. 0 h, 350 common between 72 h vs. 0 h and 6 h vs. 0 h, and 1148 common among the three comparisons.

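Calls shared by 6 h and 24 h numbered 2607, of which 1662 were not called at 72 h and 157 had opposite signs. For 24 h and 72 h the numbers were 1974, 1029 and 656, and for 6 h and 72 h 1232, 287 and 134. All 3 comparisons shared 945 components, 775 with 1 sign throughout. Every comparison uses the same 0 h libraries, which alone makes fold changes alike. Over all tested components the fold changes correlated at Pearson 0.56 for 6 h and 24 h, 0.35 for 24 h and 72 h and 0.50 for 6 h and 72 h. Simulated libraries without any change gave 0.60, 0.57 and 0.54 from the shared 0 h libraries, with 0 shared calls. All fold changes there are noise, unlike in the data. The simulation thus cannot tell how much of the observed correlations the shared libraries explain. Spearman coefficients were 0.58, 0.24 and 0.45. Of the calls shared by 24 h and 72 h, 66.8% had the same sign, against 94.0% for 6 h and 24 h.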

**Fig. 3:**
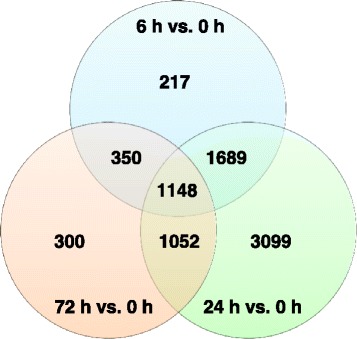
Venn diagram showing the distribution of differentially-expressed genes that are unique or common among three comparisons: 6 h vs. 0 h, 24 h vs. 0 h, and 72 h vs. 0 h

### RT-qPCR

RT-qPCR was used to validate the transcriptomics data obtained from RNA-seq. Fifty seven genes involved in growth, hormone, light, and temperature response/regulation (Fig. 4 and Additional file 3: Table S2) were examined. The results demonstrate that transcript abundance generated by RT-qPCR and RNA-seq was very similar (Fig. 4, see also Additional file 3: Table S2 for numeral values). Overall, correlation analysis between RNA-seq and RT-qPCR expression analyses for this set of selected genes indicated that the 6 h, 24 h and 72 h time points had a correlation coefficient of 0.78, 0.61, and 0.80 respectively. In addition, the expression intensity appears similar between these two systems. For example, 6 h, 24 h, and 72 h after paradormancy release, the increased folds (based on log2) in transcript abundance of a putative leafy spurge *CHLOROPHYLL A/B-BINDING PROTEIN* (*CAB*) were 0.91, 2.29, and 2.63 for RT-qPCR and 0.93, 1.63, 2.17 for RNA-seq (Fig. 4, #1), respectively. 

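The RT-qPCR values of Table S2 were compared with log2 ratios of mean normalized counts for 57 primer pairs on 49 components. Pearson r was 0.77 at 6 h, 0.61 at 24 h and 0.80 at 72 h, and Spearman rho 0.60, 0.59 and 0.81. Each permutation p was 1.0e-05, the smallest that 100000 permutations can give, and the adjusted p was the same. Genes measured in the same buds are not independent replicates, so the p speaks for these genes alone. With 1 value per component r was 0.75, 0.59 and 0.80, and without the 2 points farthest from the mean 0.69, 0.59 and 0.67. The 47 pairs whose component has at least 50% of its counts on contigs with the listed hit gave 0.79, 0.68 and 0.84.

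**Figure D3:**
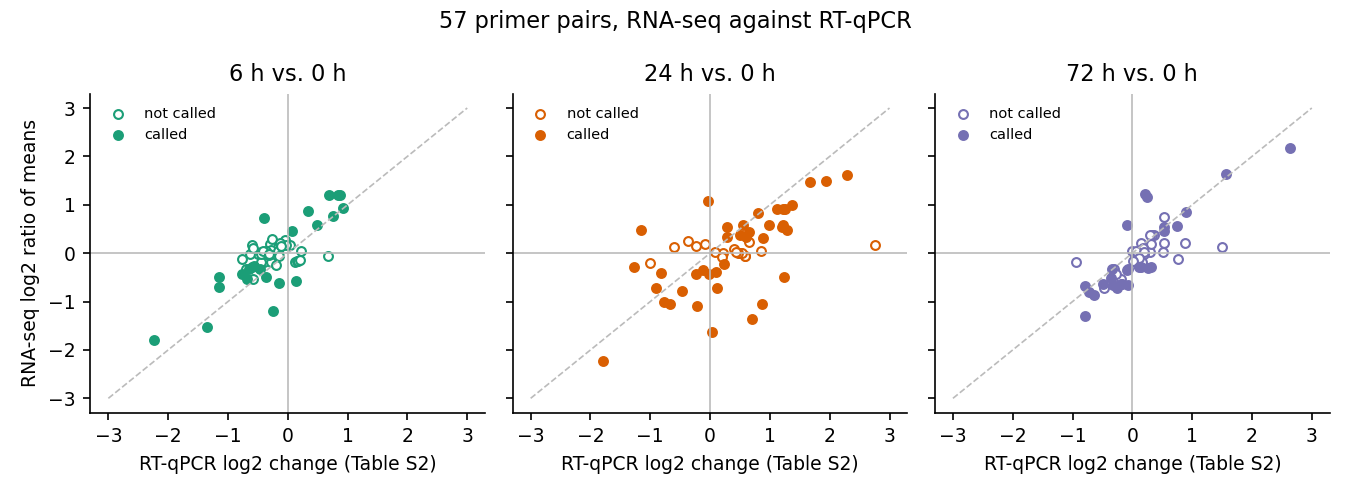
RT-qPCR log2 change from 0 h (x) against RNA-seq log2 ratio of means (y) at 6 h, 24 h and 72 h, with points for primer pairs, filled where the component was called, and a dashed line of equality. The scatter about the line is widest at 24 h, where Pearson r was 0.61.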

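RT-qPCR and RNA-seq had the same sign in 36 of 57 primer pairs at 6 h, 41 at 24 h and 42 at 72 h. Among pairs on called components the numbers were 21 of 23, 30 of 39 and 22 of 27. The median absolute difference in log2 change was 0.33, 0.42 and 0.23. A regression of RNA-seq on RT-qPCR had slopes of 0.78, 0.53 and 0.83, where 1 would mean equal size. Chosen after the values were seen, as the largest differences at 24 h, were the chitin-inducible gibberellin-responsive protein (RT-qPCR 2.76, RNA-seq 0.17), MAX1 (0.70 and -1.37) and HOG1 (0.87 and -1.04).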

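The CAB component (comp129346_c0) had normalized counts of 44.9 ± 5.36 (SD, n = 3) at 0 h, 85.5 ± 27.3 (SD, n = 4) at 6 h, 139 ± 46.3 (SD, n = 4) at 24 h and 202 ± 58.2 (SD, n = 4) at 72 h. Its log2 fold change from 0 h was 0.87, 1.65 and 2.10 at 6 h, 24 h and 72 h (standard errors 0.30, 0.28 and 0.29, edgeR adjusted p = 0.0460, 4.6e-05 and 2.8e-05), and every library of each later time point lay above every 0 h library. For CAB at 6 h, the call was lost under limma without the trend and DESeq2 and without 0 h replicates 1, 2 and 3, 6 h replicates 1, 2 and 3 and 24 h replicate 2, each left out alone (log2 fold changes 0.71 to 0.99).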

The increased abundance of *CAB* transcript was among the fastest responses observed and reflected the bud’s prompt photosynthetic response to perceiving a growth-inducing signal. 

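Normalized counts of CHS (comp111251_c1) were 2519 ± 807 (SD, n = 3) at 0 h, 727 ± 151 (SD, n = 4) at 6 h, 539.9 ± 176 (SD, n = 4) at 24 h and 1382 ± 174 (SD, n = 4) at 72 h. The log2 fold changes from 0 h were -1.79, -2.22 and -0.86 at 6 h, 24 h and 72 h (standard errors 0.22, 0.22 and 0.21, edgeR adjusted p = 3.3e-06, 4.9e-08 and 0.00737). For CHS at 72 h, the call was lost under limma without the trend and without 0 h replicate 1 (log2 fold changes -0.82 to -0.69). 

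**Figure D4:**
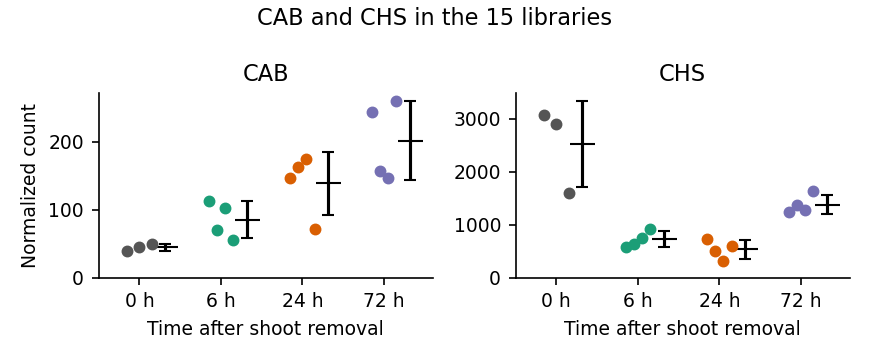
Normalized counts of CAB and CHS in each library (points) at 0 h, 6 h, 24 h and 72 h, with mean ± SD per time point (dash and bars). CAB rose from a mean of 44.9 to 202, and CHS fell from 2519 to 539.9 at 24 h.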

Similar observation also applies to decreased folds in transcript abundance for a putative leafy spurge *CHALCONE SYNTHASE* (*CHS*), which were −2.24, −1.78, and −0.64 for RT-qPCR and −1.79, −2.22, and −0.87 for RNA-seq (Fig. 4, #46), respectively.

**Fig. 4:**
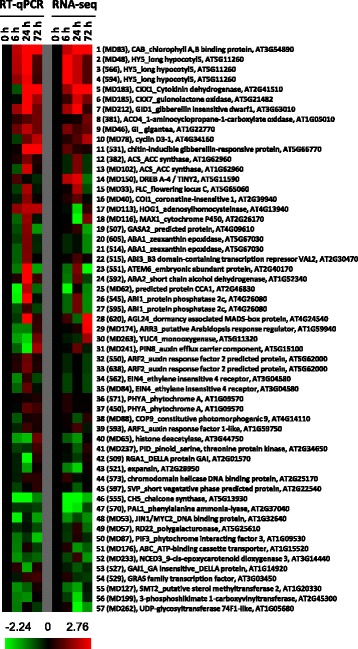
Heat map diagram showing changes in gene expression obtained by RT-qPCR vs. RNA-seq analysis. Each column represents a treatment starting from paradormant control buds (0 h) to buds at 6, 24, and 72 h post-shoot removal. Fold difference in transcript abundance is designated as log2. Red color indicates up-regulated genes and green color indicates down-regulated genes as compared to control, which was set to zero (black). The primer pair number for RT-qPCR is shown within the parentheses

The differential abundance of other transcripts correlated well with the physiological status for crown buds after paradormancy release. 

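HY5 (comp119759_c1) had 13.0 ± 5.17 (SD, n = 3) at 0 h, 29.9 ± 8.06 (SD, n = 4) at 6 h and 24.4 ± 6.27 (SD, n = 4) at 24 h in normalized counts. Its log2 fold change from 0 h was 1.31 and 0.93 at 6 h and 24 h (standard errors 0.30 and 0.30, edgeR adjusted p = 0.00342 and 0.0126). For HY5 at 24 h, the call was lost without 0 h replicate 3 (log2 fold change 0.54). The primer pairs of Fig. 4 (#2, #3 and #4) all lie on this 1 component.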

The abundance of a putative *ELONGATED HYPOCOTYL 5* (*HY5*) transcript increased between 6 and 24 h after paradormancy release (Fig. 4, #2, #3, & #4). In *Arabidopsis*, HY5 is a bZIP transcription factor required for photomorphogenesis and is regulated by crosstalk between GA and the CONSTITUTIVE PHOTOMORPHOGENESIS1 ubiquitin pathway [39]. 

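At 72 h, HY5 and CAB parted. HY5 had 16.9 ± 4.35 (SD, n = 4) normalized counts, and its log2 fold change from 0 h was 0.45 at 72 h (standard error 0.34, edgeR adjusted p = 0.411), short of the threshold. From 6 h to 72 h HY5 changed by -0.85 on the log2 scale (edgeR adjusted p = 0.0293), whereas CAB changed by 1.23 (edgeR adjusted p = 0.000847).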

The transcript profile of *HY5* was very similar to that of *CAB* mentioned above. These results suggest that signaling mechanisms involved in paradormancy release may also play a role in activation of photosynthetic machinery. In accordance with this observation, the abundance of transcript with similarity to a GA receptor, *GIBBERELLIN INSENSITIVE DWARF1* (*GID1*), increased 6 h after paradormancy release, and reached peak levels at 24 h time point (Fig. 4, #7). 

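GID1 (comp137038_c0) had normalized counts of 129 ± 11.2 (SD, n = 3) at 0 h, 220.1 ± 44.2 (SD, n = 4) at 6 h, 362 ± 15.2 (SD, n = 4) at 24 h and 149 ± 27.8 (SD, n = 4) at 72 h. Relative to 0 h the log2 fold change was 0.80, 1.49 and 0.22 at 6 h, 24 h and 72 h (standard errors 0.14, 0.13 and 0.15, edgeR adjusted p = 0.000206, 1.3e-08 and 0.330). Between later time points it rose by 0.69 from 6 h to 24 h (edgeR adjusted p = 5.3e-05) and fell by 1.27 from 24 h to 72 h (edgeR adjusted p = 2.8e-08).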

The abundance of a transcript with similarity to *GA INSENSITIVE1* (*GAI1*) (a negative regulator of the GA signaling pathway) decreased 24 h after paradormancy release (Fig. 4, #53). In addition, abundance of transcripts with similarity to cell division related genes, *CYTOKININ OXIDASE 1* (*CKX1*), *CKX7*, and *CYCLIN D3-1* (*CYCD3-1*), increased 24 through 72 h after paradormancy release (Fig. 4, #5, #6, & #10); in contrast, a transcript similar to an ABA biosynthetic gene, *9-CIS-EPOXYCAROTENOID DIOXYGENASE 3* (*NCED 3*), decreased 6 h and 72 h after paradormancy release (Fig. 4, #52). These data indicate that distinct cellular responses occurred during the transition from paradormancy to shoot-induced growth.

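Mean normalized counts of GAI1 (comp121947_c1) were 392 ± 45.1 (SD, n = 3) at 0 h, 355 ± 35.0 (SD, n = 4) at 6 h, 294 ± 38.5 (SD, n = 4) at 24 h and 344 ± 36.9 (SD, n = 4) at 72 h. The log2 fold change was -0.13, -0.41 and -0.20 at 6 h, 24 h and 72 h (standard errors 0.11, 0.11 and 0.11, edgeR adjusted p = 0.467, 0.00303 and 0.250), so 24 h was the only called time point.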

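At 24 h and 72 h the log2 fold changes of CKX1 (comp131032_c1) were 1.43 and 1.63 and those of CKX7 (comp115033_c0) 1.00 and 0.57 (edgeR adjusted p = 6.3e-06, 1.8e-05, 1.6e-06 and 0.00705). Normalized counts of CKX1 were 21.1 ± 5.54 (SD, n = 3) at 0 h, 58.8 ± 9.23 (SD, n = 4) at 24 h and 65.4 ± 12.8 (SD, n = 4) at 72 h, and those of CKX7 60.4 ± 1.84 (SD, n = 3) at 0 h, 121 ± 14.2 (SD, n = 4) at 24 h and 89.0 ± 12.6 (SD, n = 4) at 72 h. Of the counts of the CKX1 component, 42.5% lie on contigs with the CKX1 hit and 52.5% on contigs with the hit AT1G75450. CYCD3-1 (comp108808_c0) had 129.7 ± 14.5 (SD, n = 3) at 0 h, 169 ± 31.1 (SD, n = 4) at 24 h and 234 ± 33.5 (SD, n = 4) at 72 h, with log2 fold changes of 0.17, 0.39 and 0.86 at 6 h, 24 h and 72 h (standard errors 0.14, 0.14 and 0.14, edgeR adjusted p = 0.461, 0.0238 and 0.000243). For CYCD3-1 at 24 h, the call was lost under limma without the trend and without 0 h replicates 2 and 3 and 24 h replicate 2, each left out alone (log2 fold changes 0.24 to 0.37).
NCED3 (comp131940_c0) had 58.2 ± 17.2 (SD, n = 3) at 0 h, 46.4 ± 5.74 (SD, n = 4) at 6 h, 69.6 ± 13.6 (SD, n = 4) at 24 h and 35.5 ± 18.5 (SD, n = 4) at 72 h. Its log2 fold changes from 0 h were -0.33, 0.30 and -0.64 at 6 h, 24 h and 72 h (standard errors 0.25, 0.23 and 0.27, edgeR adjusted p = 0.399, 0.292 and 0.116), negative at 6 h and 72 h but past the threshold at no time point. For NCED3 at 72 h, the change also passed the threshold under edgeR without the filter and without 0 h replicate 3 (log2 fold changes -0.90 to -0.64). RT-qPCR of NCED3 gave -0.696, -0.363 and -0.479 at 6 h, 24 h and 72 h, below 0 at 24 h where RNA-seq was above it.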

### Differential abundance of hormone-related transcripts is overrepresented

Since phytohormones play critical roles in the regulation of bud growth and development, the abundance of hormone-related transcripts were determined using the RNA-seq data. There were 373 transcripts annotated as hormone-related genes (genes with known roles in synthesis, catabolism, transport, or direct positive or negative signaling roles). Of these, 185 had differential transcript abundance and were significantly over-represented (*p* = 0.001) (Table 1 and Additional file 4: Table S3). 

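Among the tested components 373 carry a contig annotated as hormone-related, and 265 of them (71.0%) were called over the 4 time points, against 63.2% of all tested components (exact hypergeometric p = 0.000783 for this count or more). With the authors' posterior probabilities the count was 185 (p = 0.00374). The probability of exactly 185, taken after the data were seen, was 0.00102, next to the paper's value. For GA and JA the probability of exactly the counted number was 0.151 and 0.0986, again next to the paper's. The paper's values thus appear to be of this kind, which is not a tail p like those given here. Random lists matched on mean expression moved the p most, to 0.0550 with the posterior probabilities, though only to 0.00490 with edgeR's calls. A hypergeometric p treats components as independent, which genes of a pathway are not.
All 185 components of Table S3 were called over the 4 time points, with 94 at 6 h, 138 at 24 h and 72 at 72 h. Adjusted over the list alone the numbers were 106, 139 and 88. The study chose the list on these same libraries, so neither is independent evidence. In 28 of the 185, under 50% of the counts lie on the hormone-annotated contigs.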

Transcripts associated with ABA were most over-represented with a hypergeometric *p*-value of 0.009 (Table 1). 

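For ABA, 52 of 67 components (77.6%) were called over the 4 time points (exact hypergeometric p = 0.00843, adjusted over the hormone classes 0.0759). With the posterior probabilities the count was 37 (exact p = 0.0256, adjusted 0.210). The probability of exactly 37 was 0.0115, the kind of value the paper appears to give. Among components with at least 50% of their counts on hormone-annotated contigs, edgeR's calls gave an exact p of 0.00220.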

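ABI1 (#4) and the HAB1 components (#5 and #6) had their highest means at 24 h, and in all of them the peak differed from the second highest time point at an edgeR adjusted p under 0.05. The lowest mean lay at 72 h in 5 of 6 negative regulators, but stood apart from the second lowest in only 1. ROP11 (#8) was lowest at 24 h, and only 0.0270% of the counts of its component lie on contigs with the ROP11 hit. ABI1 changed by -0.51, 0.53 and -0.68 on the log2 scale at 6 h, 24 h and 72 h (edgeR adjusted p = 0.00270, 0.000330 and 0.000421).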

Of the 6 transcripts associated with negative ABA signaling (Fig. 5, #3 to #8), three had peak abundance at 24 h and 5 had minimum abundance at 72 h after paradormancy release. Also, a majority of the 17 transcripts associated with positive ABA signaling (Fig. 5, #9 to #25) had the greatest abundance at 6 h after paradormancy release, although no obvious pattern was observed for the timing of minimum abundance. This observation indicated a shift in ABA levels and/or signals during these three time points. 

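Of the positive regulators, 10 of 17 had their highest mean at 6 h, 6 at 24 h, 1 at 72 h and 0 at 0 h. The 6 h peak stood apart from the second highest time point at an edgeR adjusted p under 0.05 in 7. Lowest means fell at 0 h in 6, at 6 h in 2, at 24 h in 7 and at 72 h in 2. One of the SRK2.5 components (#23) has 12.2% of its counts on contigs with that hit, and one of the SRK2.3 components (#21) 0.192%.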

Among the 6 putative ABA synthesis-encoding genes (Fig. 5, #26 to #31), most had decreased transcript abundance at 6–72 h compared to paradormant buds, whereas 4 of the 6 putative ABA transport-encoding transcripts (Fig. 5, #32 to #37) had maximum abundance at the 6 to 24 h.

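Lower means than at 0 h were found in 4 of 6 ABA synthesis components at 6 h, 4 at 24 h and 5 at 72 h, and 1, 3 and 3 of these were called. Only 2 of the 6 were lower at all 3 times. Of the ABCG40 components, 4 of 6 peaked at 6 h or 24 h, but that peak stood apart from the second highest time point in only 1. One of these (#36) has 1.16% of its counts on contigs with the ABCG40 hit.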

**Table 1:** Hypergeometric distribution of over-represented hormone-related genes

Hormone related genes	Total population size	Significant population size	*p* value
Total number	373	185	0.001
ABA	66	37	0.009
Auxin	97	50	0.017
BR	38	19	0.085
Cytokinin	44	20	0.112
Ethylene	22	12	0.090
GA	28	12	0.151
JA	55	25	0.099
SA	23	10	0.166
total	18,415	7855	1

**Fig. 5:**
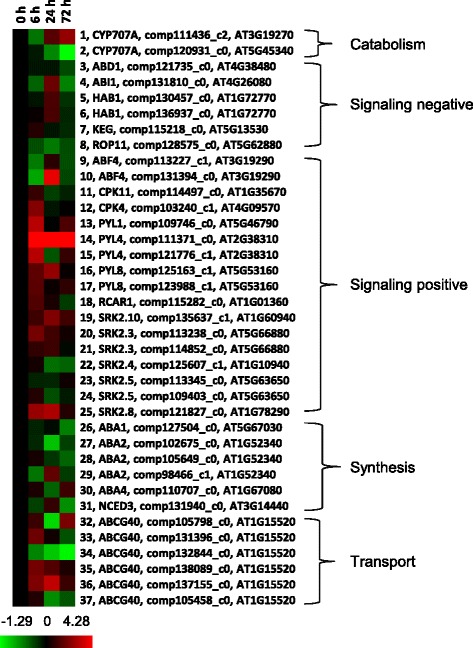
Profile of ABA-related transcripts obtained from crown buds of leafy spurge between 0 and 72 h post-shoot removal. Fold difference in transcript abundance is designated as log2, which is the average of 3 or 4 biological replicates. Red color indicates up-regulated genes and green color indicates down-regulated genes as compared to 0 h control, which was set to zero (black)

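Auxin components were called over the 4 time points in 69 of 99 cases (69.7%), with an exact hypergeometric p of 0.107 and an adjusted p over the hormone classes of 0.321. The authors' posterior probabilities gave 51 (p = 0.0466, adjusted 0.210). Only the p without adjustment thus depends on which calls are counted, and the adjusted p passed the threshold with neither. Among components with at least 50% of their counts on hormone-annotated contigs, p was 0.0827 with edgeR's calls and 0.129 with the posterior probabilities.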

Auxin was the second most over-represented with a hypergeometric *p*-value of 0.017 (Table 1). 

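Among auxin catabolism components the lowest mean fell at 0 h in 6 of 13, and stood apart from the second lowest in 3. Means were higher than at 0 h in 9 at 6 h, 8 at 24 h and 7 at 72 h (8, 7 and 4 called). ILL1 (#8) and UGT74E2 (#13) have under 1% of their counts on contigs with those hits (0.832% and 0%). In auxin synthesis 4 of 5 had a lower mean at 24 h than at 0 h, and 2 of these were called.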

Among 13 transcripts associated with auxin catabolic process (Fig. 6, #1 to #13), most had low abundance in paradormant UABs (0 h time point) compared to other time points, and 4 of the 5 transcripts associated with auxin synthetic process (Fig. 6, #37 to #41) were less abundant at the 24 h time point compared to paradormant UABs. Although no strong patterns were observed for transcripts associated with positive regulation of auxin signaling, all three transcripts with similarity to auxin receptor-encoding genes (TIR1s; Fig. 6, #23 to #25) had increased abundance at the 6 h time point after paradormancy release. 

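The TIR1 components (#23, #24 and #25) had log2 fold changes at 6 h of 0.31, 0.52 and 0.028 (edgeR adjusted p = 0.0199, 0.000806 and 0.866), so #25 did not change. Normalized counts of #23 (comp119910_c0) were 441 ± 28.9 (SD, n = 3) at 0 h and 548 ± 38.8 (SD, n = 4) at 6 h, those of #24 (comp103033_c1) 829 ± 92.1 (SD, n = 3) at 0 h and 1194 ± 110.1 (SD, n = 4) at 6 h and those of #25 (comp138236_c2) 521 ± 22.4 (SD, n = 3) at 0 h and 531 ± 21.3 (SD, n = 4) at 6 h. Later log2 fold changes were 0.13 and -0.43 for #23, 0.39 and -0.19 for #24, and -0.27 and -0.22 for #25 at 24 h and 72 h (edgeR adjusted p = 0.254, 0.00357, 0.00290, 0.242, 0.00949 and 0.0893). For TIR1 #23 at 6 h, the call was lost under limma without the trend and without 0 h replicates 1 and 2 and 6 h replicates 1 and 4, each left out alone (log2 fold changes 0.27 to 0.31). For TIR1 #25 at 24 h, the call was lost under limma after quantile normalization and without 0 h replicate 1 (log2 fold changes -0.24 to -0.20).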

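The lowest mean of the negative auxin regulators fell at 24 h in 9 of 11, but stood apart from the second lowest time point at an edgeR adjusted p under 0.05 in only 1. This count depends on the scaling of the libraries: it was 7 with TMM scaling and 4 after quantile normalization. The 2 others were lowest at 72 h.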

Of the 11 transcripts with similarity to negative regulators (Fig. 6, #26 to #36), 9 had their lowest abundance at 24 h after paradormancy release. 

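Of 9 auxin transport components, 3 had a higher mean than at 0 h at 6 h, 5 at 24 h and 6 at 72 h. Called higher were 2, 4 and 4, and called lower 1, 3 and 1, so neither direction held for the group at any time point.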

No obvious patterns of abundance were noted for the transcripts with putative similarity to transporters.

**Fig. 6:**
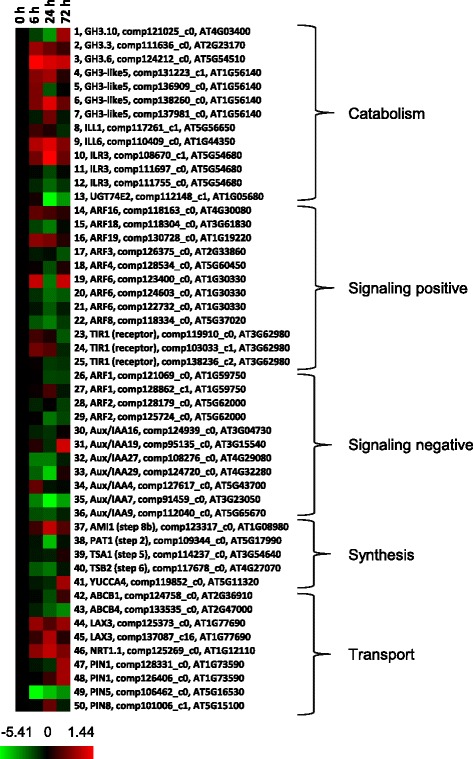
Profile of auxin-related transcripts obtained from crown buds of leafy spurge between 0 and 72 h post-shoot removal. Fold difference in transcript abundance is designated as log2, which is the average of 3 or 4 biological replicates. Red color indicates up-regulated genes and green color indicates down-regulated genes as compared to 0 h control, which was set to zero (black)

Transcripts associated with cytokinin levels/signaling were not significantly over-represented with a hypergeometric *p*-value of 0.112 (Table 1). However, it should be noted that transcripts associated with cytokinin catabolic processes (*CKX1 & 7*; Fig. 7, #1 and #2) and synthesis (*IPT3 & 5* and *LOG5*; Fig. 7, #18 to #20) had increased abundance after paradormancy release. 

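Cytokinin components were called over the 4 time points in 30 of 44 cases (68.2%), with an exact hypergeometric p of 0.303 (adjusted over the hormone classes 0.454). The posterior probabilities gave 20 (exact p = 0.409).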

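At 6 h, CKX1 had 34.8 ± 4.98 (SD, n = 4) normalized counts and a log2 fold change from 0 h of 0.65 (standard error 0.23, edgeR adjusted p = 0.0467). CKX7 had 73.0 ± 3.07 (SD, n = 4) and 0.28 (standard error 0.14, edgeR adjusted p = 0.174), which did not pass the threshold. With the replicate number as a block, CKX1 was not called at 6 h (log2 fold change 0.63). For CKX1 at 6 h, the call was lost under edgeR without the filter, DESeq2 and edgeR on only the 2 groups compared and without 0 h replicates 2 and 3, 6 h replicates 1, 3 and 4, 24 h replicates 1, 2 and 3 and 72 h replicates 2 and 4, each left out alone (log2 fold changes 0.48 to 0.66). 
At 24 h, IPT3 (comp137581_c0) had risen by 0.57 on the log2 scale (edgeR adjusted p = 0.00821), from 49.0 ± 4.17 (SD, n = 3) at 0 h to 72.5 ± 7.34 (SD, n = 4) at 24 h. IPT5 (comp136680_c0) rose from 60.4 ± 25.4 (SD, n = 3) at 0 h to 119 ± 29.1 (SD, n = 4) at 6 h and 141 ± 31.6 (SD, n = 4) at 24 h, with log2 fold changes of 0.94 and 1.14 at 6 h and 24 h (standard errors 0.25 and 0.24, edgeR adjusted p = 0.00960 and 0.000459). For LOG5 (comp111122_c0) the counts were 86.4 ± 2.66 (SD, n = 3) at 0 h, 122 ± 13.8 (SD, n = 4) at 6 h and 195 ± 17.1 (SD, n = 4) at 24 h and the log2 fold changes 0.48 and 1.18 at 6 h and 24 h (standard errors 0.14 and 0.13, edgeR adjusted p = 0.0199 and 2.8e-07). At 6 h IPT3 had not changed past the threshold (0.33, edgeR adjusted p = 0.224). For IPT5 at 6 h, the call was lost under limma without the trend and without 0 h replicate 1 and 6 h replicate 2, each left out alone (log2 fold changes 0.72 to 1.01). For LOG5 at 6 h, the call was lost under limma without the trend and without 0 h replicate 3 and 6 h replicate 3, each left out alone (log2 fold changes 0.41 to 0.49).

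**Figure D5:**
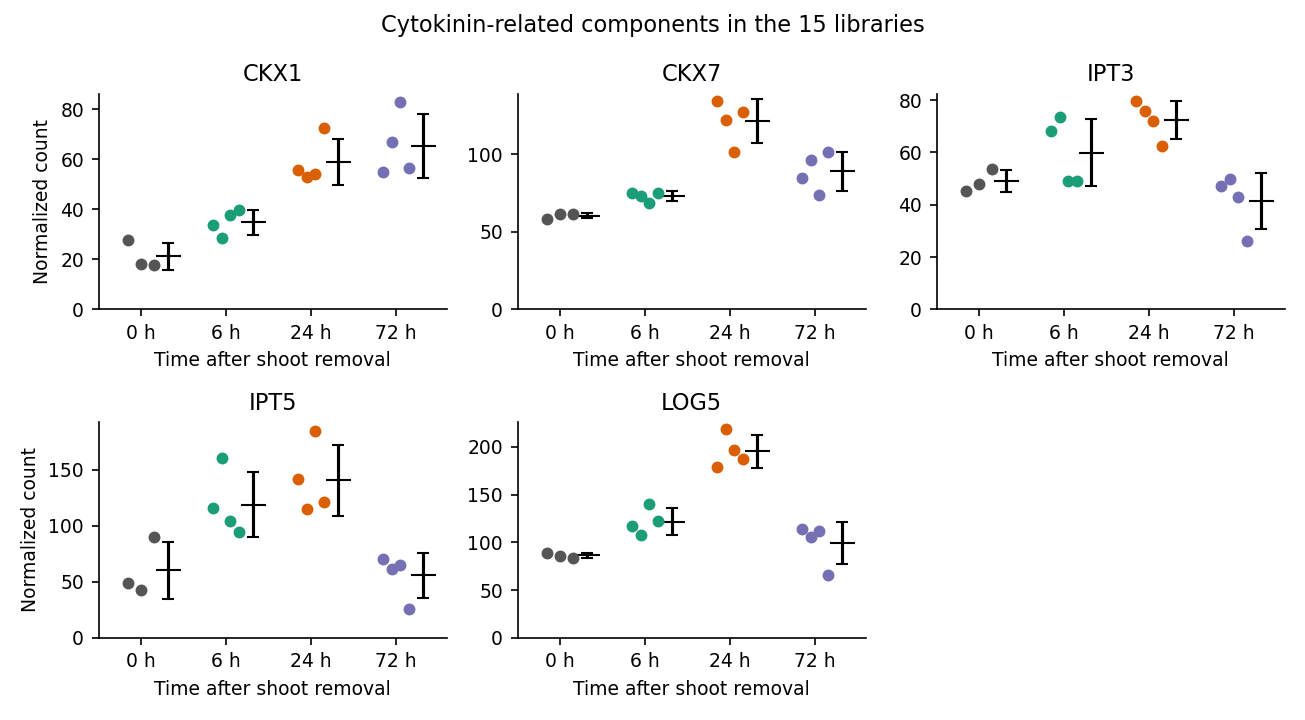
Normalized counts of CKX1, CKX7, IPT3, IPT5 and LOG5 in each library (points) at the 4 time points, with mean ± SD (dash and bars). CKX1 stays high at 72 h (mean 65.4 against 21.1 at 0 h), whereas LOG5 is back near its 0 h level (99.3 against 86.4).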

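From 24 h to 72 h, IPT3 changed by -0.74, IPT5 by -1.28 and LOG5 by -0.95 on the log2 scale (edgeR adjusted p = 0.000921, 0.000117 and 1.7e-06). CKX1 changed by 0.20 and CKX7 by -0.43 (edgeR adjusted p = 0.318 and 0.00376). Against 0 h, the 72 h log2 fold changes of IPT3, IPT5 and LOG5 were -0.17, -0.14 and 0.23 (edgeR adjusted p = 0.611, 0.796 and 0.308). For IPT5 at 72 h, the sign of the uncalled change turned without 0 h replicate 3 and 72 h replicate 4, each left out alone (log2 fold changes 0.017 to 0.32).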

The differences between them were that transcripts associated with cytokinin synthesis were less abundant at 72 h whereas transcripts associated with cytokinin catabolic processes stayed abundant. It is known that cytokinin induces multiple *CKX*s in *Arabidopsis* [40]. The concurrent increased abundance of transcripts associated with both cytokinin catabolic and synthetic processes may imply that both are needed to maintain an optimal cytokinin concentration.

**Fig. 7:**
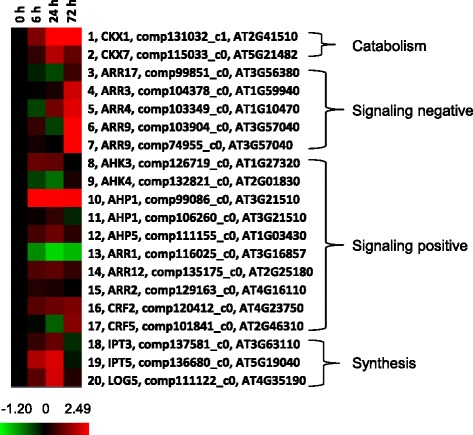
Profile of cytokinin-related transcripts obtained from crown buds of leafy spurge between 0 and 72 h post-shoot removal. Fold difference in transcript abundance is designated as log2, which is the average of 3 or 4 biological replicates. Red color indicates up-regulated genes and green color indicates down-regulated genes as compared to 0 h control, which was set to zero (black)

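GA components were called over the 4 time points in 19 of 28 cases (67.9%), with an exact hypergeometric p of 0.383 (adjusted over the hormone classes 0.493). The posterior probabilities gave 12 (exact p = 0.564).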

Transcripts associated with GA biosynthesis/signaling processes were not over-represented (Table 1). However, it should be noted that transcripts with similarity to GA receptors (*GID1A* and *GID1B*) had peak abundance at 24 h after paradormancy release (Additional file 4: Table S3; hormone GA, #5 to #7). 

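GID1A (comp125800_c0) had normalized counts of 341 ± 26.0 (SD, n = 3) at 0 h, 395 ± 47.9 (SD, n = 4) at 6 h, 645 ± 50.0 (SD, n = 4) at 24 h and 315 ± 49.6 (SD, n = 4) at 72 h. Its log2 fold changes from 0 h were 0.19, 0.91 and -0.12 at 6 h, 24 h and 72 h (standard errors 0.11, 0.10 and 0.11, edgeR adjusted p = 0.240, 4.6e-07 and 0.517). GID1B (#6, comp123407_c0) had 122 ± 9.18 (SD, n = 3) at 0 h, 190.2 ± 24.7 (SD, n = 4) at 6 h, 314 ± 46.4 (SD, n = 4) at 24 h and 139 ± 18.4 (SD, n = 4) at 72 h, with 0.68, 1.37 and 0.17 at 6 h, 24 h and 72 h (standard errors 0.14, 0.13 and 0.15, edgeR adjusted p = 0.00123, 4.4e-08 and 0.480). The remaining GID1B component is the GID1 of Fig. 4. In all of them the 24 h peak stood apart from the second highest time point at an edgeR adjusted p under 0.05.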

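JA components were called over the 4 time points in 41 of 55 cases (74.5%, exact hypergeometric p = 0.0515, adjusted over the hormone classes 0.232), which does not pass the threshold. The posterior probabilities gave 25 (exact p = 0.386). The JA synthesis components (#12 to #25) had their highest mean at 0 h in 5 and at 6 h in 6 of 14. These peaks at 0 h or 6 h stood apart from the second highest time point in 7. Means fell both from 6 h to 24 h and from 24 h to 72 h in 6 of the 14. Against 0 h, 8 were called lower at 24 h and 6 at 72 h. Of the counts of 4CLa (#13 and #15) and ACH2 (#16), 0.107%, 4.66% and 0% lie on contigs with those hits.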

Among the JA-associated transcripts that also missed the 0.05 over-representation cutoff for significance (Table 1), 10 of the 14 transcripts associated with JA synthesis were highly abundant at 0 or 6 h time point and their abundance gradually decreased thereafter (Additional file 4: Table S3; hormone JA, #12 to #25).

### Gene set- and sub-network- enrichment analysis

We performed GSEA using the RNA-seq data to identify metabolic processes in crown buds during the transition from paradormancy to shoot-induced growth based on AraCyc pathways (see Methods section). GSEA determined over-represented sets of transcripts with increased or decreased abundance for comparisons 6 h vs. 0 h, 24 h vs. 0 h, and 72 h vs. 0 h. The GSEA results are summarized in Table 2 and the subsequent sections. Up and down regulated gene lists (indicated by arrows) are growth-induced (6 h, 24 h, and 72 h) compared with 0 h time point. Pathway descriptions, genes, and additional data for each comparison are available in Additional file 5: Table S4. Most pathways were among either up- or down-regulated gene lists; still, some pathways were over-represented among both up- and down-regulated gene lists. SNEA identified expression targets and small molecules as central hubs for over-represented transcripts of a given dataset. Table 3 shows expression targets and small molecules identified as central hubs for comparisons 6 h vs. 0 h, 24 h vs. 0 h, and 72 h vs. 0 h (also see Additional file 6: Table S5).

**Table 2:** AraCyc pathways that are over-represented for comparisons 6 h vs. 0 h, 24 h vs. 0 h, and 72 h vs. 0 h based on Gene Set Enrichment Analysis

AraCyc pathways	6 h vs. 0 h		24 h vs. 0 h		72 h vs. 0 h	
13-LOX and 13-HPL pathway	↑					↑
2,4,6 trinitrotoluene degradation					↑	
Abscisic acid glucose ester biosynthesis					↑	↓
Ajugose biosynthesis (galactinol-dependent)					↑	↓
Ajugose biosynthesis II (galactinol-independent)					↑	↓
Beta-alanine biosynthesis I	↑					
Brassionosteriod biosynthesis II	↑					
Calvin cycle			↑	↓		
Cellulose biosynthesis				↓		
Chlorophyll a biosynthesis II				↓		
Chlorophyllide a biosynthesis					↑	
choline biosynthesis II				↓		
Chloline biosynthesis III				↓		
Chorismate biosynthesis				↓		
Coumarin biosynthesis (via 2-coumarate)	↑		↑		↑	
Cuticular wax biosynthesis		↓				↓
Cutin biosynthesis	↑				↑	
Cyanate degradation	↑					
Cysteine biosynthesis					↑	
Cytokinins 7-N-glucoside biosynthesis					↑	↓
Cytokinins 9-N-glucoside biosynthesis					↑	↓
Cytokinins-O-glucoside biosynthesis					↑	↓
Ethylene biosynthesis from methionine				↓		↓
Fatty acid biosynthesis-initial steps		↓				
Flavonoid biosynthesis		↓		↓		↓
Flavonol biosynthesis				↓		
Galactose degradation I		↓				
Galactose degradation II (III)	↑					
Galactosylcyclitol biosynthesis					↑	↓
Gluconeogenesis	↑		↑	↓	↑	
Glucosinolate biosynthesis from dihomomethionine		↓				
Glucosinolate biosynthesis from hexahomome thionine		↓				
Glucosinolate biosynthesis from pentahomomethionine		↓				
Glucosinolate biosynthesis from phenylalanine	↑	↓				
Glucosinolate biosynthesis from tetrahomomethionine		↓				
Glucosinolate biosynthesis from trihomomethionine		↓				
Glucosinolate biosynthesis from tryptophan	↑	↓				
Glycolipid desaturation		↓				
Glycolysis I (plant cytosol)				↓		
Glycolysis II (plant plastids)				↓		
Homogalacturonan biosynthesis				↓		
Homogalacturonan degradation	↑			↓	↑	
Hydroxyjasmonate sulfate biosynthesis		↓				
IAA biosynthesis I			↑			
IAA biosynthesis II						↓
IAA biosynthesis VII		↓				
IAA degradation IV					↑	↓
Jasmonic acid biosynthesis	↑			↓		↓
Kaempferol glucoside biosynthesis (Arabidopsis)					↑	↓
Leucine degradation			↑			
Leucodelphin biosynthesis	↑		↑	↓		
Methionine biosynthesis				↓		
Methionine salvage pathway				↓		
Methylindole-3-acetate interconversion		↓		↓		↓
Methylquercetin biosynthesis				↓		
Monolignol glucosides biosynthesis					↑	↓
Oxidative ethanol degradation I			↑			
Pelargonidin conjugates biosynthesis					↑	↓
Phenylalanine degradation III			↑			
Phenylpropanoid biosynthesis	↑		↑			
Phosphatidylcholine biosynthesis IV				↓		
Phospholipases				↓		↓
Phospholipid desaturation		↓				
Photorespiration	↑		↑			
Photosynthesis	↑		↑	↓	↑	
Photosynthesis, light reaction	↑		↑		↑	
Plastoquinone-9 biosynthesis				↓		
Pyridine nucleotide cycling (plants)			↑			
Quercetin glucoside biosynthesis					↑	↓
Quercentinsulphates biosynthesis				↓		
Rubisco shunt				↓		
Salicylic acid biosynthesis	↑	↓				
SAM cycle				↓		
S-methylmethionine cycle				↓		
Sphingolipid biosynthesis (plants)						↓
Starch biosynthesis		↓		↓		↓
Starch degradation		↓				↓
Suberin biosynthesis		↓				↓
Sucrose degradation to ethanol and lactate (anaerobic)			↑	↓	↑	
Superpathway of acetyl-CoA biosynthesis				↓		
Superpathway of anthocyanin biosynthesis (from cyanidin and cyanidin3-O-glucoside)		↓				
Superpathway of choline biosynthesis				↓		↓
Superpathway of cytosolic glycolysis (plants),pyruvate dehydrogenase and TCA cycle			↑	↓		
Superpathway of fatty acid biosynthesis		↓				
Superpathway of lysine, threonine, and methionine biosynthesis				↓		
Superpathway of phenylalanine and tyrosine biosynthesis		↓		↓		
Superpathway of phenylalanine, tyrosine and tryptophan biosynthesis				↓		
Superpathway of phosphatidylcholine biosynthesis				↓		
Superpathway of plastoquinone biosynthesis				↓		
Superpathway of starch degradation to pyruvate				↓		
Superpathway of sucrose and starch metabolism I (non-photosynthetic tissue)	↑	↓		↓		↓
Superpathway of sucrose and starch metabolism II (photosynthetic tissue)		↓				
Superpathway of sucrose degradation to pyruvate				↓	↑	
Trehalose biosynthesis		↓		↓	↑	
Triacylglycerol biosynthesis		↓				
Triacylglycerol degradation	↑				↑	↓
Ubiquinone-9 bipsynthesis (eukaryotic)				↓		
UDP-D-xylose biosynthesis				↓		
UDP-sugars interconversion				↓		
Very long chain fatty acid biosynthesis		↓				
Vitamin E biosynthesis				↓		
Xylan biosynthesis					↑	
Zeaxanthin biosynthesis		↓				

Up and down arrows indicate the direction of regulation in the former part of the comparison (i.e., 6 h vs. 0 h: up means up in 6 h). Genes and additional data within each pathway for each comparison are available in Additional file 5: Table S4

**Table 3:** Expression targets and small molecules identified as central hubs for comparisons 6 h vs. 0 h, 24 h vs. 0 h, and 72 h vs. 0 h based on sub-network enrichment analyses

	Expression targets_up	Expression targets_down	Small molecules_up	Small molecules_down
6 h vs. 0 h	EIN4, EIN2, XRN4, EIN3, MYC2, COI1, CCA1, COP1	HSF, PAP1, ABI3, photoreceptor	salicylate, carbohydrates, JA, cytokinin, diuron, phytohormone, Na+, H2O, Grelutin	NO, MeJA, Cu2+, Cd2+, brassinosteroids, chitosan
24 h vs. 0 h	STM	E2F, E2F3, PAP1, basic-helix-loop- helix protein	JA, sulfur, N- Benzyladenine, H2SO4, Grelutin, L-glutamine, gibberellin	Mitomycin, carbohydrates, EGTA, anthocyanins, hydroxyurea, MeJA, Paclobutrazol
72 h vs. 0 h	EIN3, DNA- directed RNA polymerase	EIN3, ZTL, ABI1, RGA1	cytokinin, lincomycin, CO2, salicylate, NO, Geldanamycin, tunicamycin, D- glucose	ethylene, Ca2+, H2O, NaCl, NADP+, NO, D- mannitol

Genes and additional data for each comparison are available in Additional file 6: Table S5

*6 h* vs. *0 h:* Forty five AraCyc pathways were over-represented 6 h after paradormancy release (Table 2). Among them, 16 pathways were up-regulated, 25 were down-regulated, and 4 were associated with both up- and down-regulated genes. 

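The pathways were scored by the authors with commercial software and its own gene sets, which are not used here. Instead 7 sets of components were formed from words in their hit names and tested with camera against all other tested components. The jasmonate biosynthesis set (19 components) had a median log2 fold change of 0.18 and a mean of 0.29 at 6 h (camera adjusted p = 0.288, 0.0122 to 0.329 over the alternatives). Of its components 7 were called higher and 1 lower at 6 h. The lowest adjusted p came from fry, which asks only whether the set itself changed.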

Most of the up-regulated pathways were biosysynthetic pathways, and were involved in JA (13-LOX and 13-HPL pathway), beta-alanine, BR, coumarin, cutin, glucose (gluconeogenesis), leucodelphinidin, and phenylpropanoid biosynthesis. 

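The photosynthesis set (26 components) had a median log2 fold change of 0.55 at 6 h (camera adjusted p = 8.2e-05, 1.3e-05 to 0.313 over the alternatives), with 8 components called higher and 0 lower. Genes of a set are measured in the same libraries and move together, and the highest value comes from camera with the correlation estimated from the data instead of set at 0.01. With that estimate only the starch biosynthesis set at 6 h and 72 h and the heat shock protein set at 6 h stayed past the threshold, whereas with fry all sets past it under camera stayed except the cell cycle set at 6 h.

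**Figure D6:**
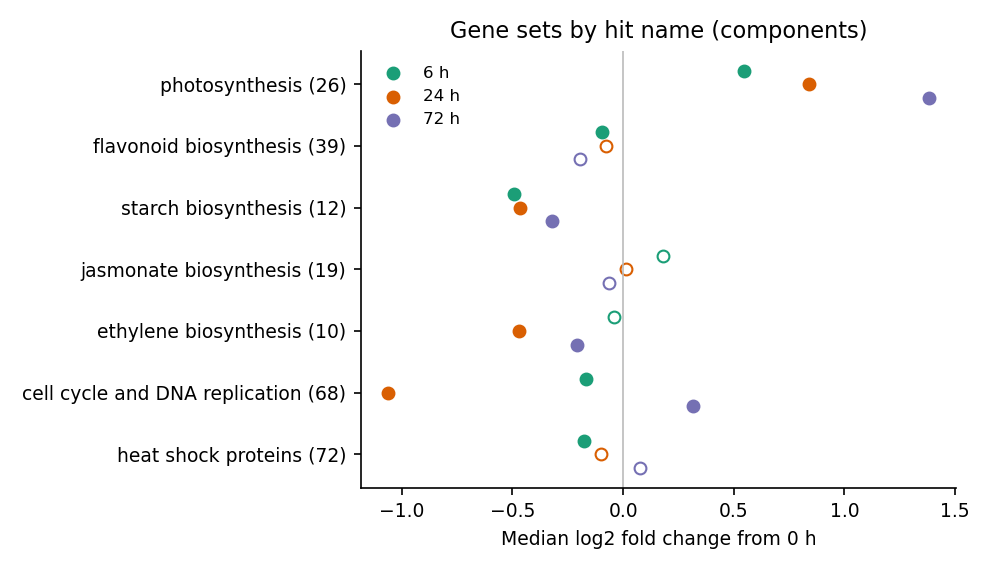
Median log2 fold change from 0 h of each set of components at 6 h, 24 h and 72 h, filled where the camera adjusted p was under 0.05 and open otherwise. The cell cycle and DNA replication set falls to -1.06 at 24 h and the photosynthesis set rises to 1.38 at 72 h.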

The rest of the up-regulated pathways included photorespiration, photosynthesis, and some degradation pathways such as cyanate, galactose (galactose degradation II, III), homogalacturonan, and triacylglycerol degradation pathways. These up-regulated pathways likely imply that buds detect sudden physiological changes in response to shoot removal and prepare for growth by synthesizing new hormones and cell wall materials.

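At 6 h the flavonoid biosynthesis set (39 components) had a median log2 fold change of -0.097 and a mean of -0.21 (camera adjusted p = 0.0205, 0.00827 to 0.239 over the alternatives). Called lower were 13 of its components and called higher 5. Its adjusted p was 0.0683 without 0 h replicate 1 and 0.0616 without 6 h replicate 3. The starch biosynthesis set (12 components) had a median of -0.49 (camera adjusted p = 4.5e-12, 1.1e-13 to 0.0318 over the alternatives), with 6 called lower and 0 higher.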

Similar to up-regulated pathways, most of the down-regulated pathways were biosynthesis pathways, and they were involved in cuticular wax, fatty acid (also include very long chain fatty acid), flavonoid, glucosinolate (total 5 groups), hydroxyjasmonate sulfate, IAA, starch, suberin, anthocyanin, phenylalanine, tyrosine, trehalose, triacylglycerol, and zeaxanthin biosynthesis. The rest of the down-regulated pathways were involved in galactose and starch degradation, glycolipid desaturation, methyl indole-3-acetate interconversion, phospholipid desaturation, and sucrose and starch metabolism II (photosynthetic tissue). The 4 pathways associated with up- and down-regulated genes included glucosinolate biosynthesis from phenylalanine, glucosinolate biosynthesis from tryptophan, salicylic acid (SA) biosynthesis, and superpathway of sucrose and starch metabolism. Many over-represented pathways at this time point (6 h) are involved in defense responses, and may have been altered due to the wounding caused by excision of the aerial shoot.

SNEA of up-regulated genes 6 h after dormancy release (Table 3) identified *ETHYLENE INSENSITIVE4* (*EIN4*), *EIN2*, *EXORIBONUCLEASE4* (*XRN4*), *EIN3*, *MYC2*, *CORONATINE*-*INSENSITIVE 1* (*COI1*), *CIRCADIAN CLOCK ASSOCIATED 1* (*CCA1*), and *CONSTITUTIVE PHOTOMORPHOGENESIS 1* (*COP1*) as central hubs for expression targets. A notable feature with these hubs is that they have been reported to play key roles in wounding responses [41, 42] and photomorphogenesis [43] in other organisms. In addition, salicylate, JA, and cytokinin were the major hubs for small molecules as judged by their number of neighbors (Table 3). Small molecules provide information about the physiological and molecular state of buds and often bind to specific receptors to initiate signaling cascades.

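Heat shock proteins, the targets of heat shock factors, fell as a set (72 components) at 6 h. The median log2 fold change was -0.18 and the mean -0.40 (camera adjusted p = 4.4e-09, 3.8e-09 to 0.0102 over the alternatives). Called lower were 22 components and called higher 3, so most of the set did not change past the threshold.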

SNEA of down-regulated genes 6 h after dormancy release (Table 3) identified *HEAT SHOCK FACTOR* (*HSF*), *PRODUCTION OF ANTHOCYANIN PIGMENT1* (*PAP1*), *ABSCISIC ACID INSENSITIVE3* (*ABI3*), and photoreceptors as central hubs for expression targets, and the major hubs for small molecules were MeJA and NO. PAP1, also called MYB75, is a regulator of the anthocyanin branch of the phenylpropanoid pathway and secondary cell wall formation in *Arabidopsis* [44].

*24 h* vs. *0 h:* Fifty five AraCyc pathways were over-represented 24 h after paradormancy release (Table 2). Among them, 9 pathways were up-regulated, 40 were down-regulated pathways, and 6 were associated with both up- and down-regulated genes. 

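At 24 h the photosynthesis set had a median log2 fold change of 0.84 (camera adjusted p = 0.000795, 0.000232 to 0.366 over the alternatives). Of its 26 components 17 were called higher and 1 lower.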

Up-regulated pathways include coumarin, IAA, and phenylpropanoid biosynthesis; leucine, oxidative ethanol, and phenylalanine degradation; photorespiration; photosynthesis; and pyridine nucleotide cycling (plants). A notable feature among up-regulated pathways is that IAA biosynthesis pathway (IAA biosynthesis I) was up-regulated at this time point.

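Sets of components stood in for some of these pathways at 24 h. The ethylene biosynthesis set (10 components) had a median log2 fold change of -0.47 (camera adjusted p = 0.00221, 3.3e-05 to 0.164 over the alternatives), with 6 called lower and 1 higher. The starch biosynthesis set had -0.46 (camera adjusted p = 8.2e-05, 2.5e-05 to 0.174), with 8 lower and 1 higher. The flavonoid biosynthesis set was not past the threshold (-0.075, camera adjusted p = 0.188, 0.00736 to 0.442), with 14 lower and 10 higher, but its adjusted p was 0.0188 without 0 h replicate 3. For the jasmonate biosynthesis set the median was 0.013 and the mean 0.087, although the test, on moderated statistics, pointed down (camera adjusted p = 0.836, 0.0793 to 0.986), and 4 were called higher and 4 lower.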

Among 40 down-regulated pathways, most of which were involved in biosynthesis, and these were cellulose, chlorophyll a, choline, chorismate, ethylene, flavonoid, flavonol, homogalacturonan, JA, methionine, methylquercetin, phosphatidylcholine, plastoquinone(−9), quercetinsulphates, starch, acetyl-CoA, choline, lysine, threonine, phenylalanine, tyrosine, tryptophan, phosphatidylcholine, trehalose, ubiquinone-9, UDP-D-xylose, and vitamin E biosynthesis. The rest of down-regulated pathways included homogalacturonan degradation, starch degradation to pyruvate, sucrose degradation to pyruvate, glycolysis I and II, methionine salvage, methyl indole-3-acetate interconversion, phospholipases, rubisco shunt, SAM cycle, S-methylmethionine cycle, sucrose and starch metabolism, and UDP-sugars interconversion. 

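Among components called at 24 h, 52.9% were lower than at 0 h (Wilson 95% interval 51.9 to 54.0%, which covers counting error only). The same share was 47.3% at 6 h (45.6 to 48.9%) and 44.8% at 72 h (43.0 to 46.6%). The excess at 24 h depends on the scaling: with TMM scaling the share was 49.7%, the reverse of an excess. With the CPM filter it was 56.8%, the largest move.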

The large numbers of down-regulated pathways relative to up-regulated pathways is notable. Pathways associated with up- and down-regulated included Calvin cycle, gluconeogenesis, leucodelphinidin biosynthesis, photosynthesis, sucrose degradation to ethanol and lactate, and superpathway of cytosolic glycolysis, pyruvate dehydrogenase and TCA cycle. Most of these pathways are related to carbon and energy use.

SNEA of up-regulated genes 24 h after paradormancy release (Table 3) identified only one central hub, *SHOOT MERISTEMLESS* (*STM*), for expression targets, which may be associated with cell proliferation. The major hubs for small molecules were JA and GA. 

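E2F targets include genes of DNA replication and the cell cycle. As a set (68 components) these had a median log2 fold change of -1.06 and a mean of -0.96 at 24 h (camera adjusted p = 3.7e-14, 8.7e-16 to 0.0878 over the alternatives), and 48 were called lower and 7 higher.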

SNEA of down-regulated genes 24 h after dormancy release (Table 3) identified *E2F*, *E2F3*, *PAP1*, and basic-helix-loop-helix (bHLH) protein. The major hubs for small molecules were MeJA, carbohydrates, and anthocyanins.

*72 h* vs. *0 h:* Forty AraCyc pathways were over-represented 72 h after paradormancy release (Table 2). Among them, 13 pathways were up-regulated, 14 were down-regulated pathways, and 13 were up- and down-regulated. Most of the up-regulated pathways were biosysynthetic pathways, and were involved in chlorophyllide a, coumarin, cutin, cysteine, glucose, trehalose, and xylan biosynthesis. 

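Compared with 0 h buds, the photosynthesis set had a median log2 fold change of 1.38 at 72 h (camera adjusted p = 7.1e-18, 3.3e-19 to 0.0747 over the alternatives). Of its components 19 were called higher and 1 lower.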

The rest of the up-regulated pathways were photosynthesis and several degradation pathways such as 2,4,6-trinitrotoluene, homogalacturonan, and sucrose degradation. The notable feature among up-regulated pathways is that they were involved in growth and development. 

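At 72 h the starch biosynthesis set had a median log2 fold change of -0.32 (camera adjusted p = 2.0e-11, 5.1e-14 to 0.0318 over the alternatives), with 6 components called lower and 1 higher. The ethylene biosynthesis set had -0.21 (camera adjusted p = 0.0444, 0.0262 to 0.292), with 2 lower and 0 higher, but its adjusted p was 0.0683 without 0 h replicate 1, 0.111 without 0 h replicate 2, 0.0518 without 6 h replicate 3, 0.0629 without 72 h replicate 1, 0.0752 without 72 h replicate 2 and 0.0612 without 72 h replicate 3. The flavonoid and jasmonate biosynthesis sets had -0.20 and -0.066 and were not past the threshold (camera adjusted p = 0.0619, 0.0437 to 0.313, and 0.134, 0.0122 to 0.292). Called lower and higher were 6 and 2 flavonoid and 3 and 1 jasmonate components. For flavonoids the adjusted p was 0.00230 without 0 h replicate 3, 0.0378 without 24 h replicate 3 and 0.0448 without 72 h replicate 4.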

Most of the down-regulated pathways were also involved in biosynthesis, and they were JA (13-LOX and 13-HPL pathway), cuticular wax, ethylene, flavonoid, IAA, sphingolipid, starch, suberin, and choline biosynthesis. The rest of the down-regulated pathways were methyl indole-3-acetate interconversion, phospholipases, starch degradation, and sucrose and starch metabolism. The notable feature of these pathways is that many hormone biosynthetic pathways were down-regulated. Up- and down-regulated pathways included many biosynthesis pathways such as ABA glucose ester, ajugose (galactinol-dependent and galactinol-independent), cytokinins 7-N-glucoside, cytokinins 9-N-glucoside, cytokinins-O-glucoside, galactosylcyclitol, kaempferol glucoside, monolignol glucosides, pelargonidin conjugates, and quercetin glucoside biosynthesis pathways, and two degradation pathways that were involved in IAA and triacylglycerol degradation. Overall, these pathways reflected that activities for various phytohormones were altered at this time point.

SNEA of up-regulated genes 72 h after dormancy release (Table 3) identified only *EIN3* and DNA-directed RNA polymerase central hubs for expression targets. The major hubs for small molecules were salicylate, cytokinin, D-glucose (Table 3). SNEA of down-regulated genes at this time point identified *EIN3*, *ZEITLUPE* (*ZTL*), *ABI1*, and *RGA1* (Table 3). *EIN3* was also identified as a central hub of transcripts with increased abundance (see above). The major hubs for small molecules were ethylene, NaCl, and Ca^2+^. Overall, SNEA suggests that hormone and light signaling were altered when buds initiated growth.

### Phytohormone levels after paradormancy release

ABA, cytokinins, auxins, and GA levels were measured in paradormant crown buds before and after paradormancy release (Fig. 8). Among 4 time points, ABA levels were greatest in paradormant buds (0 h); ABA content of these buds was 221 ng g^−1^ DW (dry weight). Six h after paradormancy release, ABA content dropped to 65 ng g^−1^ DW and then increased to 174 ng g^−1^ DW between 6 and 24 h, after which ABA content diminished again towards 72 h. ABA metabolite dihydrophaseic acid (DPA) contents were relatively high in bud samples but had similar trends in concentration as that of ABA; the greatest DPA level (1245 ng g^−1^ DW) was observed at 24 h, and the least (552 ng g^−1^ DW) was at 6 h. Trans-ABA (*t*-ABA) levels, a product of isomerization of natural ABA under UV light, did not show significant changes after paradormancy release (Fig. 8a).

**Fig. 8:**
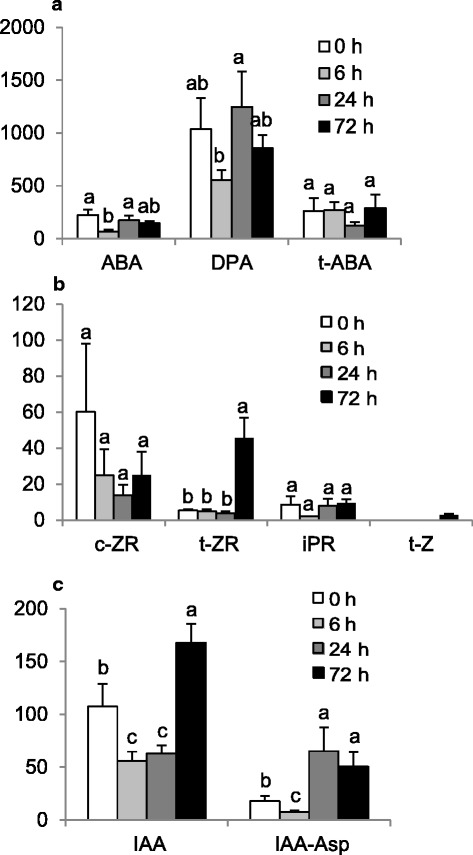
Profiles of ABA (**a**), cytokinin (**b**), and IAA (**c**) levels measured from crown buds of leafy spurge between 0 and 72 h post-shoot removal. These profiles represent the average of four biological replicates ± SE. Means labeled by the same letter are not significantly different (*P* < 0.1)

The levels of most biologically active free base cytokinins were too low to allow reliable measurement; only *trans*-zeatin (*t*-Z) was detected definitively 72 h after paradormancy release, and it was present in a small amount (3 ng g^−1^ DW). However, the levels of their biosynthetic precursors, *cis*-zeatin riboside (*c*-ZR) and *trans*-zeatin riboside (*t*-ZR), were relatively high in crown bud samples. While the levels of *c*-ZR were not significantly different due to high variations in the biological replicates of paradormant buds, *t*-ZR levels increased dramatically between 0 h to 72 h at 5 and 46 ng g^−1^ DW, respectively. Another biosynthetic precursor, isopentenyladenine riboside (iPR), did not show significant changes after paradormancy release (Fig. 8b).

Auxins are mainly represented by biologically active indole-3-acetic acid IAA and its conjugates with aspartic acid N-(indole-3-yl-acetyl)-aspartic acid (IAA-Asp) [21]. Our results indicated that IAA levels were relatively high (107 ng g^−1^ DW) in paradormant buds and declined almost 2-fold 6 h after shoot removal (56 ng g^−1^ DW). It appeared that buds synthesized IAA after the transition from dormancy to growth since IAA levels increased dramatically from 24 to 72 h at 63 and 168 ng g^−1^ DW, respectively. IAA-Asp levels also declined from 0 to 6 h at 18 and 7 ng g^−1^ DW, respectively. IAA-Asp had a constant increase towards 24 h (65 ng g^−1^ DW) and 72 h (50 ng g^−1^ DW), at levels significantly higher than that of 0 h time point (Fig. 8c).

We also attempted to measure GA levels, and traces of GA3, GA19, and GA24 were detected at later time points but could not be reliably quantified (data not shown). Nevertheless, our results suggest that GA levels were generally low but were increasing as UABs transitioned from paradormancy to shoot-induced growth.

## Discussion

This study compared phytohormone abundance and the transcriptomes of paradormant UABs vs. shoot-induced growth at 6, 24, and 72 h after paradormancy release based on hormone profiling and RNA-seq analyses. The assembled transcriptome was annotated against the nonredundant and TAIR *Arabidopsis* database. The expression data (in transcripts per million) were further subjected to principal component analysis and gene set- and sub-network- enrichment analysis. The results showed that differential abundance of transcripts associated with hormone signaling, the high number of over-represented ontologies associated with specific phytohormones or hormone processes, and the concurrent changes in phytohormone levels are all well correlated. Combined, these observations suggest that signals induced by the loss of the aerial shoots altered phytohormone abundance/perception and led to transcriptome changes, which facilitated cellular changes requisite for paradormancy release and differentiation to shoot growth.

### ABA, IAA, and flavonoids appear to maintain paradormancy in UABs

Hormones, particularly auxin and ABA, have long been associated with regulating bud outgrowth following loss of growing shoot apices [12] and contributing to paradormancy maintenance in vegetative buds [27, 45]. Thus, it was not surprising to find that these hormones were implicated with maintenance of paradormancy in this study and support the validity of our transcriptome results. Relatively high levels of ABA were found in paradormant buds (0 h, before removal of aerial shoots) (Fig. 8a). The decrease in ABA levels after paradormancy release seems consistent with the abundance of ABA-related transcripts. For example, a transcript associated with ABA biosynthesis, *NCED3* (Fig. 4, #52 and Fig. 5, #31), was less abundant 6 h after paradormancy release (Fig. 5). NCED is involved in catalyzing the rate-limiting step in ABA biosynthesis [46]. 

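At 6 h the ABA2 components had log2 fold changes from 0 h of -0.24 (#27), 0.10 (#28) and -0.59 (#29), and ABA4 (#30) of 0.13 (edgeR adjusted p = 0.319, 0.479, 4.6e-05 and 0.521), so only #29 was called. RT-qPCR of #29 gave 0.145, 1.29 and 0.269 at 6 h, 24 h and 72 h, of the opposite sign to RNA-seq at 6 h and 72 h. Normalized counts of #29 (comp98466_c1) were 757 ± 35.8 (SD, n = 3) at 0 h, 506 ± 34.1 (SD, n = 4) at 6 h, 1059 ± 24.3 (SD, n = 4) at 24 h and 616 ± 84.0 (SD, n = 4) at 72 h, and its later log2 fold changes 0.48 and -0.31 at 24 h and 72 h (standard errors 0.086 and 0.089, edgeR adjusted p = 9.0e-05 and 0.0201). The others were called lower at 24 h, when #27 (comp102675_c0) had -1.01, #28 (comp105649_c0) -0.26 and ABA4 (comp110707_c0) -0.50 (edgeR adjusted p = 2.0e-05, 0.0214 and 0.00190). At 72 h the values were -0.35, -0.51 and 0.28 (edgeR adjusted p = 0.161, 0.000772 and 0.141). Normalized counts were 77.8 ± 10.6 (SD, n = 3) at 0 h and 39.5 ± 4.43 (SD, n = 4) at 24 h for #27, 504 ± 24.3 (SD, n = 3) at 0 h and 419.7 ± 52.5 (SD, n = 4) at 24 h for #28 and 109 ± 4.21 (SD, n = 3) at 0 h and 76.7 ± 10.6 (SD, n = 4) at 24 h for ABA4. For ABA2 #28 at 24 h, the call was lost under limma without the trend, limma after quantile normalization and edgeR on only the 2 groups compared and without 0 h replicate 3 and 24 h replicate 4, each left out alone (log2 fold changes -0.27 to -0.19). For ABA2 #29 at 72 h, the call was lost under limma without the trend and without 0 h replicates 1 and 3 and 72 h replicates 2 and 4, each left out alone (log2 fold changes -0.31 to -0.24).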

Similar results were also obtained for other transcripts involved in ABA biosynthesis such as *ABA DEFICIENT1*, *2*, & *4* (*ABA1*, *2*, & *4*; Fig. 5, #26 to #30). Although ABA biosynthesis appeared to be decreased at the 6 h time point, as indicated by the significant reduction of ABA and DPA (Fig. 8a), abundance of transcripts involved in ABA catabolism (cytochrome P450 *CYP707A1* and *CYP707A4*) were less abundant 6 h after paradormancy release (Fig. 5, #1 and #2). 

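The CYP707A components had log2 fold changes from 0 h of -0.64 (#1, comp111436_c2) and -0.10 (#2, comp120931_c0) at 6 h (edgeR adjusted p = 0.101 and 0.770), below 0 but not past the threshold. Counts of #1 were 25.5 ± 8.83 (SD, n = 3) at 0 h, 17.1 ± 4.95 (SD, n = 4) at 6 h, 34.4 ± 2.77 (SD, n = 4) at 24 h and 42.9 ± 7.71 (SD, n = 4) at 72 h, and those of #2 452 ± 23.5 (SD, n = 3) at 0 h, 415 ± 65.2 (SD, n = 4) at 6 h, 282 ± 110.1 (SD, n = 4) at 24 h and 184 ± 25.7 (SD, n = 4) at 72 h. At 24 h and 72 h #1 changed by 0.45 and 0.82 and #2 by -0.65 and -1.29 (edgeR adjusted p = 0.100, 0.0207, 0.00651 and 0.000169). For CYP707A #1 at 6 h, the change also passed the threshold without 0 h replicate 1 and 6 h replicate 3, each left out alone (log2 fold changes -0.93 to -0.79). For CYP707A #1 at 24 h, the change also passed the threshold without 0 h replicate 3 (log2 fold change 0.74). For CYP707A #1 at 72 h, the call was lost under limma after quantile normalization and without 0 h replicate 1 and 72 h replicate 2, each left out alone (log2 fold changes 0.53 to 0.73). On contigs with the hit listed for #2 lie 0.611% of its counts, and 99.4% on contigs with the hit AT4G19230.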

In *Arabidopsis*, *CYP707A* encodes ABA 8′-hydroxylases, which catalyze the hydroxylation of ABA at the C-8′ to form unstable 8′-hydroxy ABA molecules [47].

Abscisic Acid Responsive Elements (ABREs) are the major *cis*-regulatory element for ABA-responsive gene expression, and ABRE-binding factors (ABFs) are transcription factors that regulate ABRE-dependent gene expression. In *Arabidopsis*, *ABF4* can be induced by dehydration, high salinity and ABA treatment in vegetative tissues [48]. Two putative leafy spurge *ABF4* transcripts were less abundant in crown buds of leafy spurge at the 6 h time point (Fig. 5, #9 and #10). 

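ABF4 #9 (comp113227_c1) had normalized counts of 173 ± 16.6 (SD, n = 3) at 0 h and 113 ± 17.4 (SD, n = 4) at 6 h and a log2 fold change of -0.64 at 6 h (standard error 0.13, edgeR adjusted p = 0.000959). ABF4 #10 (comp131394_c0) had 325 ± 72.6 (SD, n = 3) at 0 h and 182 ± 13.7 (SD, n = 4) at 6 h, and a log2 fold change of -0.86 at 6 h (standard error 0.16, edgeR adjusted p = 0.000685). Of the counts of #10, 16.0% lie on contigs with the ABF4 hit and 84.0% on contigs with the hit AT4G34000.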

Because ABA is known to inhibit bud growth [9] and some putative *ABF4* transcripts were less abundant during paradormancy release, it appears that ABA and ABA-related signaling may play an important role in maintenance of paradormancy in UABs of leafy spurge.

Relatively high levels of IAA were also observed in paradormant buds (Fig. 8c). Higher auxin levels in paradormant buds are consistent with the conventional view that IAA is the key factor for paradormancy maintenance [49–51]. Still, this observation is somewhat surprising given that auxin is generally produced more in growing shoot tips rather than in dormant buds [52]; in addition, the current dogma indicates that once buds are released from paradormancy, bud outgrowth should be accompanied by increased auxin production and export [23, 24]. High auxin levels prior to paradormancy release might result from low auxin export because putative auxin transporters *LAX3* (Fig. 6, #44 and #45), *NRT1.1* (#46) and *PIN1* (#47 and #48) all had low baseline transcript abundance at 0 h compared to later time points. Similarly, of the 9 transcripts with differential abundance for transporters (Fig. 6. #42 to #50), only *ABCB4* (#43) and *PIN5* (#49) had a significant decrease at 6–72 h compared to 0 h.

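The 0 h mean was the lowest of the 4 time points in 3 of 3 LAX3 and NRT1.1 components, and stood apart from the second lowest in 2. LAX3 #44 (comp125373_c0) had normalized counts of 212 ± 25.6 (SD, n = 3) at 0 h, 344 ± 23.9 (SD, n = 4) at 6 h, 275 ± 5.34 (SD, n = 4) at 24 h and 346 ± 18.7 (SD, n = 4) at 72 h, with log2 fold changes from 0 h of 0.68, 0.36 and 0.70 at 6 h, 24 h and 72 h (standard errors 0.089, 0.087 and 0.091, edgeR adjusted p = 9.8e-06, 0.00173 and 1.6e-05). LAX3 #45 (comp137087_c1) had 263 ± 21.3 (SD, n = 3) at 0 h, 313 ± 44.3 (SD, n = 4) at 6 h, 465 ± 24.3 (SD, n = 4) at 24 h and 297 ± 44.4 (SD, n = 4) at 72 h, with 0.23, 0.81 and 0.18 at 6 h, 24 h and 72 h (standard errors 0.11, 0.10 and 0.11, edgeR adjusted p = 0.142, 2.0e-06 and 0.305), but 0.241% of its counts lie on contigs with the LAX3 hit. NRT1.1 (comp125269_c0) had 42.9 ± 12.3 (SD, n = 3) at 0 h, 67.8 ± 9.32 (SD, n = 4) at 6 h, 80.5 ± 10.5 (SD, n = 4) at 24 h and 64.5 ± 6.20 (SD, n = 4) at 72 h, with 0.74, 0.95 and 0.62 at 6 h, 24 h and 72 h (standard errors 0.18, 0.17 and 0.19, edgeR adjusted p = 0.00590, 0.000114 and 0.0294). With the replicate number as a block, LAX3 #45 was also called at 6 h (log2 fold change 0.29). For NRT1.1 at 6 h, the call was lost without 0 h replicate 3 (log2 fold change 0.47). For NRT1.1 at 72 h, the call was lost without 0 h replicate 3 and 72 h replicates 1 and 4, each left out alone (log2 fold changes 0.35 to 0.61).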

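ABCB4 (comp133535_c0) had normalized counts of 555 ± 36.9 (SD, n = 3) at 0 h, 499.9 ± 43.9 (SD, n = 4) at 6 h, 409 ± 54.3 (SD, n = 4) at 24 h and 355 ± 27.2 (SD, n = 4) at 72 h, and log2 fold changes from 0 h of -0.15, -0.45 and -0.65 at 6 h, 24 h and 72 h (standard errors 0.099, 0.098 and 0.10, edgeR adjusted p = 0.334, 0.000707 and 0.000168). Only 0.0129% of its counts lie on contigs with the ABCB4 hit. PIN5 (comp106462_c0) had 22.9 ± 3.49 (SD, n = 3) at 0 h, 0.537 ± 0.769 (SD, n = 4) at 6 h, 12.1 ± 4.35 (SD, n = 4) at 24 h and 14.3 ± 3.96 (SD, n = 4) at 72 h. Its libraries held 79 counts in all at 0 h and 2 at 6 h, a ratio of 0 h to 6 h of 49.5 with a 95% counting interval of 13.3 to 416. The fitted log2 fold changes were -5.33, -0.86 and -0.76 at 6 h, 24 h and 72 h (standard errors 0.53, 0.26 and 0.30, edgeR adjusted p = 2.4e-07, 0.0105 and 0.0920), and the 6 h value depends on the prior count of the fit. ABCB1 (#42) was also called lower at 24 h (-0.37, edgeR adjusted p = 0.00375), chosen after the values were seen as the only other of the 9 called lower at any time point. For PIN5 at 24 h, the call was lost under limma on log2(normalized count + 1) and limma on log2(normalized count + 0.5) and without 0 h replicate 3 (log2 fold changes -0.94 to -0.69).

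**Figure D7:**
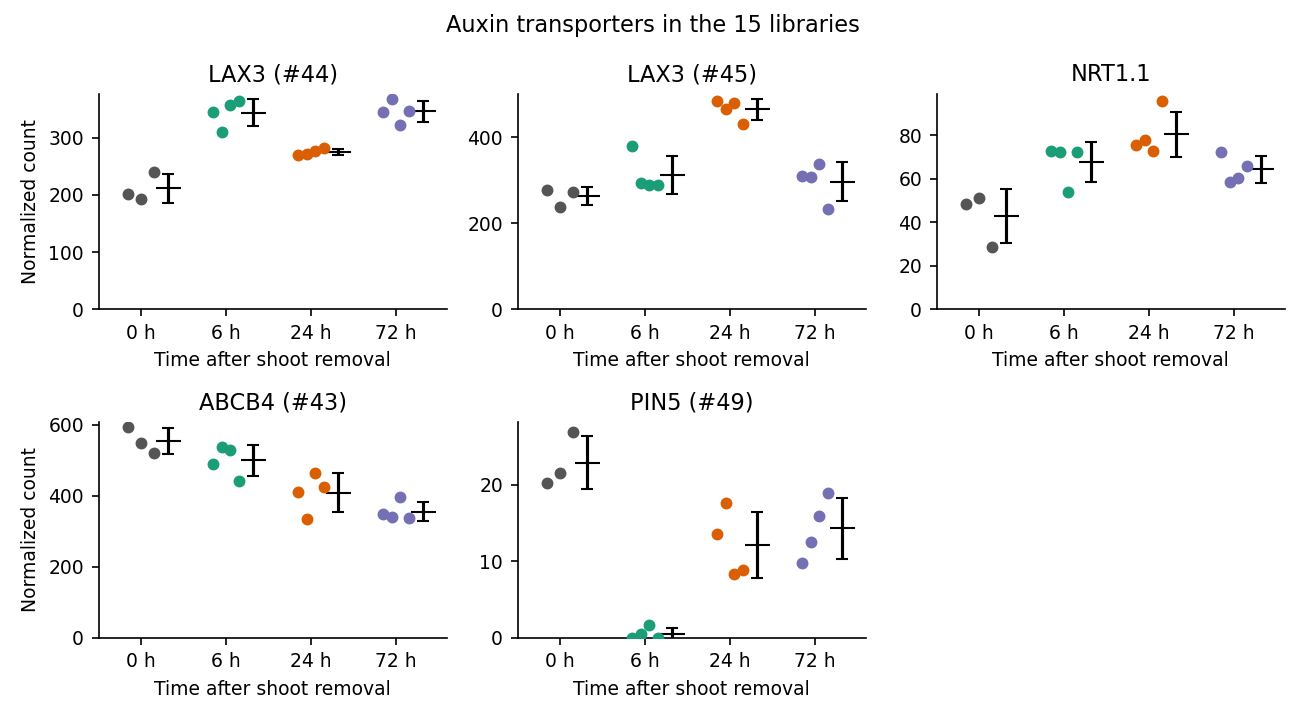
Normalized counts of the LAX3, NRT1.1, ABCB4 and PIN5 components in each library (points) at the 4 time points, with mean ± SD (dash and bars). PIN5 falls from a mean of 22.9 at 0 h to 0.537 at 6 h.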

*GH3* genes are auxin-inducible and encode enzymes that catalyze IAA conjugates (inactive forms) to control the intracellular IAA level through a homeostatic feedback regulatory loop [21]. 

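Log2 fold changes from 0 h at 6 h were -0.23 for GH3.10 (#1), 0.77 for GH3.3 (#2), 1.47 for GH3.6 (#3), and 0.63, 0.58, 0.59 and -0.096 for the GH3-like5 components (#4 to #7), with edgeR adjusted p of 0.658, 0.0105, 3.7e-08, 6.5e-06, 9.1e-05, 8.9e-05 and 0.765. GH3.6 (comp124212_c0) rose from 210.2 ± 26.2 (SD, n = 3) at 0 h to 573 ± 86.5 (SD, n = 4) at 6 h, GH3.3 (comp111636_c0) from 33.8 ± 5.56 (SD, n = 3) at 0 h to 56.0 ± 8.73 (SD, n = 4) at 6 h, and the GH3-like5 #4 (comp131223_c1) from 250.1 ± 21.5 (SD, n = 3) at 0 h to 388 ± 16.6 (SD, n = 4) at 6 h. The same 3 were 1.03, 0.58 and 0.75 at 24 h and 0.98, 0.29 and 0.17 at 72 h (edgeR adjusted p = 9.0e-07, 0.0182, 1.2e-07, 2.3e-05, 0.414 and 0.170). In GH3-like5 #5, #6 and #7 only 20.7%, 35.0% and 1.65% of the counts lie on contigs with that hit. For GH3.3 9.02% do, and 91.0% lie on contigs with the hit AT2G14960.
Later log2 fold changes were -0.62 and 0.84 for GH3.10, -0.41 and -0.031 for #5, 1.07 and 0.48 for #6, and 0.57 and -0.044 for #7 at 24 h and 72 h (edgeR adjusted p = 0.0861, 0.0430, 0.000883, 0.873, 1.2e-08, 0.000940, 0.00574 and 0.909). For GH3.10 at 6 h, the sign of the uncalled change turned without 0 h replicate 1 (log2 fold change 0.12). For GH3.10 at 24 h, the change also passed the threshold without 0 h replicate 3 (log2 fold change -1.03). For GH3.10 at 72 h, the call was lost under limma on log2(normalized count + 1), limma on log2(normalized count + 0.5), limma without the trend, limma after quantile normalization and DESeq2 and without 0 h replicate 3, 6 h replicates 2 and 4 and 72 h replicates 1, 2, 3 and 4, each left out alone (log2 fold changes 0.43 to 0.88). With the replicate number as a block, GH3.10 was not called at 72 h (log2 fold change 0.79). The uncalled change of GH3-like5 #7 at 72 h turned sign with it (0.017). For GH3.3 at 6 h, the call was lost without 0 h replicate 3 (log2 fold change 0.61). For GH3.3 at 24 h, the call was lost under limma on log2(normalized count + 1), limma on log2(normalized count + 0.5), limma on log2(normalized count + 5), limma without the trend, limma after quantile normalization and edgeR on only the 2 groups compared and without 0 h replicate 3 and 24 h replicate 1, each left out alone (log2 fold changes 0.42 to 0.58). For GH3-like5 #5 at 72 h, the sign of the uncalled change turned without 0 h replicate 1 (log2 fold change 0.0070). For GH3-like5 #7 at 6 h, the sign of the uncalled change turned without 0 h replicate 2 (log2 fold change 0.030). For GH3-like5 #7 at 24 h, the call was lost without 0 h replicate 1 (log2 fold change 0.40). For GH3-like5 #7 at 72 h, the sign of the uncalled change turned without 0 h replicate 2 and 72 h replicate 4, each left out alone (log2 fold changes 0.0054 to 0.083).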

Abundance of putative transcripts to *GH3* (Fig. 6, #1 to #7) were, in general, greater 6 h after paradormancy release with the exception of #1 and #7. Thus, reduced auxin levels following paradormancy release might be due to a feedback regulation in auxin production. Alternatively, the chosen time points were too early to detect an expected increase in auxin production or that basal auxin production is sufficient to maintain the required export needed to ensure bud outgrowth.

Perhaps a more intriguing observation is the rapid decrease in abundance of transcripts involved in the flavonoid biosynthesis pathway after paradormancy release (Table 2). A transcript (*CHS*) involved in flavonoid biosynthesis had relatively high baseline abundance in paradormant buds (0 h) compared to the other three time points (Fig. 4, #46). Because flavonoids are known to inhibit auxin transport [53], these results could suggest that increased levels of cellular flavonoids act to inhibit bud growth by impinging on auxin transport. This hypothesis is consistent with aforementioned findings that transcripts for putative auxin transporters were less abundant in paradormant buds. These results are also consistent with previous studies that implicated a similar response during paradormancy release [38].

### Paradormancy release caused rapid alteration of phytohormone profiles

Within 6 h after paradormancy release, a sharp drop in ABA and IAA levels was observed (Fig. 8a and c). This sudden physiological change did not appear to be a stress response, since stress generally stimulates ABA biosynthesis [10]. At the molecular level, cellular responses were also consistent with decreased ABA levels or signaling; for example, the down-regulation of the zeaxanthin biosynthesis pathway (Table 2). 

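ABA1 (comp127504_c0) had normalized counts of 175 ± 17.5 (SD, n = 3) at 0 h, 155 ± 13.9 (SD, n = 4) at 6 h, 169 ± 15.1 (SD, n = 4) at 24 h and 112 ± 19.3 (SD, n = 4) at 72 h. The log2 fold changes from 0 h were -0.21, -0.068 and -0.62 at 6 h, 24 h and 72 h (standard errors 0.12, 0.11 and 0.13, edgeR adjusted p = 0.250, 0.652 and 0.00152), below 0 at every time point but past the threshold only at 72 h. It is 1 component, measured by 2 primer pairs in Fig. 4. RT-qPCR of these pairs gave -0.283 and -0.453 at 6 h, 0.588 and 0.576 at 24 h and -0.173 and -0.189 at 72 h.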

A transcript with similarity to an *Arabidopsis* ABA biosynthetic gene (*ABA1*) also decreased its abundance (Fig. 4, #20 & #21). *ABA1* encodes zeaxanthin epoxidase, which plays a role in the epoxidation of zeaxanthin to antheraxanthin and all-trans-violaxanthin in the ABA biosynthetic pathway. Correlated with these results, SNEA identified putative *ABI3* as a central hub for expression targets of transcripts with decreased abundance (Table 3). It is important to note that ABI3 is a transcription factor similar to maize VP1 [54], which positively regulates ABA signaling [55].

In contrast, the 13-LOX and 13-HPL pathway and the JA biosynthesis pathway, in general, appeared to be up-regulated at the 6 h time point (Table 2). In addition, SNEA identified two JA-related central hubs, *MYC2* and *COI1*, for expression targets (Table 3) among transcripts with increased abundance. MYC2 is a versatile basic helix-loop-helix (bHLH) transcription factor that, in *Arabidopsi*s, regulates JA signaling and crosstalk with other phytohormone signaling pathways such as ABA, SA, GA, and auxin [56]. COI1 is an F-box protein and component of the SCF^COI1^ complex that targets JASMONATE-ZIM DOMAIN proteins (a negative regulator of JA signaling) for ubiquitination and proteasome degradation in other species [57], and plays an important role in control of jasmonate-regulated plant development and defense [58]. Because JA has been associated with wounding responses in plants [41], the up-regulation of these JA-related pathways and central hubs could indicate JA synthesis and/or signaling was enhanced at the 6 h time point; potentially, as part of a wounding-induced defense response.

SNEA of up-regulated genes also identified ETHYLENE INSENSITIVE2 (*EIN2*), *EIN3*, and *EIN4* as central hubs for expression targets at 6 h (Table 3). EIN4 is a membrane receptor that binds to ethylene through its N-terminal domain. EIN2, also a membrane protein, regulates the accumulation of a key transcription factor EIN3, which in turn activates many downstream inducible genes in the ethylene signaling pathway in *Arabidopsis* [59, 60]. Similar to JA, ethylene has also been associated with wounding and defense responses in plants [41]. The up-regulation of these hubs may indicate increased levels of ethylene and/or ethylene signaling at this time point, possibly due to the excision of the aerial plant tissues. However, it should be noted that these same signals could be important for subsequent downstream signaling caused by paradormancy release.

Besides the above-mentioned hormone related pathways and genes, salicylate, JA, and cytokinin were also identified as major hubs of small molecules. Moreover, SA and BR biosynthesis pathways and pathways related to cell wall development were over-represented at 6 h time point. The SA pathway is often associated with defense response in plants, and cytokinin and BR are known to regulate plant growth and development [61]. Overall, it appears that 6 h after removal of aerial shoot tissues, UABs sensed and responded to a variety of signals including wounding and defense, which induced a myriad of pathways impacting hormones such as JA, ethylene, SA, and BR; these hormones, in turn, likely acted to stimulate growth response signals.

More recently, Mason et al. showed that redistribution of sugar to the axillary buds following loss of the growing shoot apices was associated with initiation of bud outgrowth in pea [62]. In addition, Kebrom and Mullet [63] showed that leaf-derived metabolic factors such as sucrose played critical role in sorghum tiller bud outgrowth. Their results differed greatly from the findings in paradormant UABs of leafy spurge where sucrose appeared to inhibit bud growth. Chao et al. [32] demonstrated that both glucose and sucrose caused suppression of UAB growth at concentrations of 30 mM. They further determined that UABs of intact paradormant plants contained the highest level of starch (32.4 ± 0.85 mg g^−1^ fresh weight [fwt]) and sucrose (9.41 ± 0.11 mg g^−1^ fwt) compared to UABs harvested 1, 3, and 5 day after decapitation; sucrose levels were all around 5 mg g^−1^ fwt after shoot removal. In contrast, fructose levels increased dramatically during bud growth, and a 3.5 and 7.6-fold increase in fructose level was observed at day 3 and 5, respectively, after shoot removal [32]. The discrepancies in the function of sugar reported in pea and sorghum [62, 63] and this study could be due to differences in the physiology of these buds – axillary and tiller buds vs. UABs and/or due to species-specific effects. Nevertheless, previous carbohydrate measurements obtained from UABs did not include a 6 h time point, which may be needed to properly address the interplay between hormones and carbohydrates.

The down regulation of starch biosynthesis (Table 2) is consistent with findings that UABs of intact leafy spurge plants contained the highest level of starch, which decreased quickly after shoot removal [32]. Although sugar levels in the paradormant UABs of leafy spurge generally had a negative impact on bud outgrowth, differential abundance for a large number of putative sugar transporters was observed following shoot removal. Indeed, of the 24 putative sugar transporters with differential abundance, 17 had increased abundance and 10 of those had the greatest abundance 6 h after paradormancy release (Additional file 7: Table S6). These observations imply that dynamic transporter activity could occur at this time point. Thus, we hypothesized that sugar molecules generated from starch degradation and/or other processes were transported across cell membranes and quickly metabolised after shoot removal.

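Of the 24 sugar transporters, 17 had a higher mean at 6 h than at 0 h (16 after quantile normalization), and 12 of these were called. The highest mean of the 4 time points fell at 6 h in 10 (by fitted changes 9, 9 with TMM scaling and 11 after quantile normalization), of which 8 were called higher than at 0 h at some time point. All 24 were called over the 4 time points, and 15, 14 and 6 at 6 h, 24 h and 72 h. Adjusted over the list alone the numbers were 19, 14 and 8, on a list the study chose from these same libraries. A single component, comp123400_c0, is listed both here and among the auxin response factors.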

### Transition from paradormancy to growth at 24 h may be the result of stress responses

Both principal component analysis (Fig. 2) and Venn diagram (Fig. 3) clearly set apart 24 h growth-induced buds from other groups. These results suggest that major cellular changes occurred 24 h after removal of the aerial shoot tissues. Although not obvious from the list transcripts showing differential abundance, GSEA indicated that the IAA biosynthesis pathway (IAA biosynthesis I) was up-regulated at this time point (Table 2). However, IAA levels were still low at the 24 h time point compared to paradormant buds (63 vs. 107 ng g^−1^ DW) (Fig. 8c). Therefore, although the activity of IAA biosynthesis appeared to increase at this time point, IAA levels were not significantly increased until 72 h post paradormancy release (Fig. 8c).

The increase in IAA biosynthesis activity at 24 h may be associated with the production of reactive oxygen species (ROS, a stress response) since auxin has been regarded as an intermediate to function between stress and growth responses. It is known that mild oxidative stresses mimic auxin stimuli in somatic embryogenesis [64]. In addition, mild stress in a whole plant generates phenotypical changes similar to a 2,3,5-triiodobenzoic acid (TIBA, an inhibitor of polar auxin transport)-like disturbance of auxin distribution and enhances auxin-dependent growth cycle reactivation [65, 66]. Based on these findings, up-regulation of IAA biosynthesis pathway may indicate an enhancement of auxin-dependent growth response due to shoot removal triggered stress.

Interestingly, two transcripts similar to ABA biosynthesis genes in *Arabidopsis* (*ABA2* and *NCED3*; Fig. 5, #29 and #31) and two ABRE-binding factors (*ABF4*; Fig. 5, #9 and #10) were up-regulated only at the 24 h time point compared to the 6 and 72 h time points. Thus, this result could reflect a latent stress response in buds caused by paradormancy release, which may interact with auxin signaling networks to stimulate an auxin-dependent growth response [65, 66]. This result correlates well with the down-regulation of 40 over-represented AraCyc pathways and reflects that the stress-derived cellular responses were most evident at this time point. 

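From 6 h to 24 h the log2 change was 0.63 for NCED3, 1.07 for ABA2 #29, 0.85 for ABF4 #9 and 2.01 for ABF4 #10 (edgeR adjusted p = 0.0260, 2.9e-09, 4.7e-06 and 2.2e-09). From 24 h to 72 h it was -0.93, -0.79, -0.60 and -1.49 (edgeR adjusted p = 0.00256, 6.8e-08, 0.000189 and 3.4e-08). Against 0 h, ABF4 #9 was 0.22 at 24 h and -0.38 at 72 h, and ABF4 #10 1.15 and -0.34 (edgeR adjusted p = 0.131, 0.0441, 2.7e-06 and 0.167). Mean normalized counts of ABF4 #9 were 201 ± 15.1 (SD, n = 4) at 24 h and 132 ± 20.7 (SD, n = 4) at 72 h, and those of ABF4 #10 730.2 ± 119 (SD, n = 4) at 24 h and 253 ± 66.4 (SD, n = 4) at 72 h. For ABF4 #9 at 72 h, the call was lost under limma without the trend, edgeR without the filter and DESeq2 and without 0 h replicates 2 and 3, 6 h replicates 3 and 4 and 72 h replicates 1, 2 and 4, each left out alone (log2 fold changes -0.40 to -0.29). With the replicate number as a block, ABF4 #9 was not called at 72 h (log2 fold change -0.32) but was called at 24 h (0.28). For ABF4 #10 at 72 h, the change also passed the threshold under edgeR without the filter (log2 fold change -0.34).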

In relation to this observation, past experiments indicate a transient repression of growth and cell cycle genes at 24 h after excision of the aerial portion of the plant [31], which has been linked to reduction in sugar levels resulting from loss of leaf tissue and probable cross-talk between sugar and ABA signaling [32]. Our results would support these previous hypotheses.

Corroborating this notion, SNEA of transcripts with increased abundance at 24 h after dormancy release (Table 3) identified *STM* as a central hub for expression targets. *STM* encodes a class I KNOTTED-like protein that is required for shoot apical meristem (SAM) formation in *Arabidopsis* [67]. STM represses GA biosynthesis [68], and the expression of *STM* is repressed by high GA levels; in contrast, *STM* expression is induced by cytokinin, and STM promotes cytokinin biosynthesis in the SAM [69, 70]. Thus, if the products of these transcripts performed crucial functions in UABs of leafy spurge as in other plant systems, the identification of *STM* as a hub of transcripts with increase abundance at the 24 h time point indicated the initiation of cell proliferation and shoot growth. Previous studies with leafy spurge also indicated that *STM* was up-regulated 8 h following excision of the aerial portion of the plant [71]. Nevertheless, the identification of GA as a major small molecule hub among transcripts with increased abundance (Table 3) suggested that this notion may be involved in a complex signaling network at the SAM.

### Cytokinin, auxin, and GAs are required for bud growth 72 h post shoot removal

Cellular responses observed at 72 h post decapitation generally suggested that paradormant UABs had initiated the process of differentiating into shoots. Endogenous cytokinin and auxin levels increased (Fig. 8b and c), and ABA levels decreased at this time point (Fig. 8a). Several cytokinin conjugate biosynthesis pathways, cytokinins 7-N-glucoside, cytokinins 9-N-glucoside, cytokinins-O-glucoside, were up- and down-regulated (Table 2), presumably resulting in the increase of cytokinin levels (Fig. 8b). In contrast, JA-related pathways (13-LOX, 13-HPL and JA) and ethylene biosynthesis pathways were down regulated (Table 2). Both JA and ethylene are generally considered to inhibit plant growth. High levels of JA also antagonize the biosynthesis of GA in wild tobacco (*Nicotiana attenuate*) [72]. 

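YUCCA4 (comp119852_c0) had normalized counts of 35.0 ± 12.1 (SD, n = 3) at 0 h, 32.3 ± 13.2 (SD, n = 4) at 6 h, 30.5 ± 5.41 (SD, n = 4) at 24 h and 58.9 ± 19.4 (SD, n = 4) at 72 h. Its log2 fold changes from 0 h were -0.12, -0.28 and 0.68 at 6 h, 24 h and 72 h (standard errors 0.28, 0.27 and 0.27, edgeR adjusted p = 0.826, 0.402 and 0.0969), not past the threshold at 72 h. From 24 h to 72 h it rose by 0.96 (edgeR adjusted p = 0.00270). For YUCCA4 at 6 h, the sign of the uncalled change turned without 0 h replicate 3 and 6 h replicate 1, each left out alone (log2 fold changes 0.030 to 0.23). For YUCCA4 at 24 h, the sign of the uncalled change turned without 0 h replicate 3 (log2 fold change 0.060). For YUCCA4 at 72 h, the change also passed the threshold under edgeR without the filter and without 0 h replicate 3 (log2 fold changes 0.67 to 1.02).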

Abundance of a transcript similar to an auxin biosynthesis gene, *YUCCA flavin monooxygenase 4* (*YUCCA4*), increased at the 72 time point (Fig. 6, #41), which may indicate the involvement of auxin in the formation of vascular tissues [73]. However, the down-regulation of IAA biosynthesis II pathway was unexpected and appeared to contradict the results of increase in IAA levels (Fig. 8c). This result could be due to re-establishment of paradormancy in the more distal buds that were harvested or the possibility that the activity of IAA biosynthesis was similar or lower for 72 h buds compared to paradormant (0 h) buds. In the latter case, IAA accumulation might be a balance between biosynthesis pathway and degradation pathway, which were both up- and down-regulated at this time point (Fig. 6, #1 to #13 and #37 to #41). Alternatively, IAA biosynthesis II pathway might not be the major conduit for IAA biosynthesis in leafy spurge. Other growth related biosynthesis pathways such as chlorophyllide a, cutin, glucose, trehalose, and xylan biosynthesis pathways were all up-regulated consistent with the physiological status of these buds (Table 2).

SNEA identified *EIN3* as a central hub for expression targets of transcripts with both increased and decreased abundance (Table 3). EIN3, a transcription factor, is a positive regulator of ethylene response that regulates the expression of its downstream genes such as *ETHYLENE RESPONSE FACTOR1* [74]. Based on this observation, along with the down-regulation of ethylene biosynthesis pathway mentioned above, we postulate that ethylene biosynthesis was negatively regulated to reduce ethylene levels at this time point.

SNEA also identified *RGA1* as a hub for expression targets (Table 3) among transcripts with decreased abundance. RGA1 is a member of the DELLA regulatory family that represses the GA signaling pathway [75]. Down regulation of *RGA1* hub could suggest an increase in GA levels, which is consistent with RGA1’s negative role for GA biosynthesis. Overall, GSEA and SNEA suggested that hormone levels were altered when buds initiated growth, namely, an increase in cytokinin, auxin, and GA levels and decrease in ABA, JA, and ethylene levels.

## Conclusions

Our transcript and hormone profiling indicate that auxin, ABA, and flavonoid signaling appear to be involved in maintaining paradormancy in underground adventitious crown buds of leafy spurge, which is consistent with previous findings in underground vegetative buds of Canada thistle [45]. After paradormancy release by shoot removal, the balance of different phytohormones shifted rapidly and correlated well with differentiation of bud to shoot growth. Six h after paradormancy release, auxin, ABA, and flavonoid levels/signals were decreased, in conjunction with up-regulation of GA, cytokinin, JA, ethylene, and BR levels/signals. Assuming the transcripts identified in this study perform the same functions as they do in other plant systems, our results suggested these phytohormone signals may regulate genes affecting cell differentiation and defense responses. Twenty four h after paradormancy release, auxin and ABA levels/signals were increased, in conjunction with up-regulation of GA levels/signals. Increase in auxin and ABA levels/signals and the down-regulation of 40 over-represented AraCyc pathways may indicate that the stress-derived cellular responses were most evident at this time point, which could activate stress induced re-orientation of growth [65, 66]. Seventy two h after paradormancy release, auxin, cytokinin, and GA levels/signals were increased, whereas ABA, JA, and ethylene levels/signals were decreased. These results may suggest that UABs at this time point had recovered from stress responses and initiated normal shoot growth processes. In addition, since ABA signaling genes are negative regulators of photomorphogenesis [76], decrease in ABA level/signaling could activate rapid photomorphogenesis and in turn promote shoot growth and development.

## Methods

### Plant material

Leafy spurge UABs were prepared according to Doğramacı et al. [35, 36]. Briefly, leafy spurge plants were propagated from a uniform biotype in cone-tainers and maintained in a greenhouse [77]. This biotype (designated as ‘1984-ND-001’) was collected from a site adjacent to Hector airport, Fargo, North Dakota in 1984 [78]. Prior to the start of each experiment, plants were acclimated in a growth chamber for 1 week at 27 °C, 16:8 h light:dark photoperiod. To induce UAB growth into new shoots, all above ground shoots were excised from paradormant plants, and UABs were maintained at 27 °C, 16:8 h light:dark photoperiod in cone-tainers. Crown buds were harvested 0 h, 6 h, 24 h, and 72 h after removal of the aerial shoot tissue. Each time point had 4 replicates (reps) and each rep used about 30 plants. Hormone profiling and RT-qPCR studies included 4 reps/time point, a total of 16 samples; however, RNA-seq studies included only 3 reps for the control (0 h) and 4 reps for the remainder time points (6 h, 24 h, and 72 h), a total of 15 samples. All samples were collected around noon to avoid diurnal variation. The plants for 6 h time point were decapitated early in the day (6 AM), and UABs were collected at the same time of day as the 0, 24 and 72 h time points to avoid circadian clock regulation of gene expression.

### RNA-seq library preparation, Illumina sequencing, and *de novo* assembly

Total RNA extracted from crown buds using the pine tree extraction protocol [79] was used to prepare RNA-seq libraries for Illumina Next-Generation Sequencing. Total RNA was also used to prepare cDNA template through reverse transcription according to manufacturer’s instructions (Invitrogen). For library preparation, poly A^+^ RNA was isolated, reverse transcribed, and appropriate linkers were attached for Illumina sequencing using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs Inc. Ipswich MA) according to manufacturer’s instructions with unique primers for each of the 15 samples. The resulting samples were pooled and 100 base paired end reads were generated on a single lane of Illumina by the Roy J. Carver Biotechnology Center, University of IL (http://www.biotec.illinois.edu/htdna). Initial read quality was assessed using the FastQC program (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) in the iPlant discovery environment [80]. The program Sickle-Quality-Base-Trimming [81] was used to trim reads for quality and length using the parameters of a minimum quality score of 20 and a minimum read length of 70 bases in the iPlant discover environment. Number of raw fragments and trimmed fragments are provided in Additional file 1: Table S1. To ensure that most complete transcriptome was assembled for use as a reference database (http://www.ncbi.nlm.nih.gov/geo/download/?acc=GSE71317&format=file&file=GSE71317%5FTrinity%5Fall%5FRNAseq%2Efasta%2Egz), trimmed reads from the above samples along with samples from several other RNA-seq studies on leafy spurge were combined into two files (one for each paired end) using the Concatenate Multiple Files program and the reads were kmer normalized using the program Trinity Normalize By K-mer Coverage [82] in the iPlant discovery environment with the default parameters of no more than 30 times coverage for a given kmer. The program Trinity [83] was then used to assemble the resulting paired end read files. This combined assembly was annotated by BlastX [84] against the nonredundant database with a minimum E value cut off of 10E-5. BlastX against the TAIR10 protein sequence database was also used to identify the most similar *Arabidopsis* genes with a similar E value cutoff. This assembly was used to map fragments and quantify sequences using the RSEM program suite [85] and the embedded program suite EBseq [86] was used to identify the probability that any given sequence was differentially-expressed between any sample groupings (see Additional file 8: Running RSEM for scripts displaying options used for expression analysis programs). The annotated assembled transcriptome and expression data (in transcripts per million) with differentially expressed genes noted by the posterior probability of the false discovery rate is provided in Additional file 2: RNA-seq master file.

For this manuscript, only component-based gene expression analyses were considered; however, contig-level expression analyses were also performed (data not shown, but are available through the Gene Expression Omnibus; see accession information below). For all subsequent analyses, only components with more than 10 hits per million in all samples from at least one time point were considered as expressed. It should be noted that there are a large number of components that do not represent open reading frames. Also, a small portion (~7 %) may have come from non-leafy spurge RNAs sources. However, these non-plant genes and non-coding transcripts were largely ignored by the required minimum expression level. 

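Components whose best hit is not a plant protein number 30370, 13.6% of the components in the table and 34.8% of those with a taxonomy. Of the 98254 components with an expected count above 0 they make up 10585 (10.8%). Their share of the counts in annotated components was far smaller: 0.136 ± 0.0119% (SD, n = 3) at 0 h, 0.131 ± 0.00838% (SD, n = 4) at 6 h, 0.189 ± 0.0120% (SD, n = 4) at 24 h and 0.168 ± 0.0107% (SD, n = 4) at 72 h. The exact permutation p against 0 h was 0.514 at 6 h and 0.0286 at both 24 h and 72 h, the smallest that 35 regroupings can give (adjusted p = 0.0429). As a percent of the annotated components above 0, in place of counts, the percent of expression in non-plant components at 24 h minus 0 h became 5.47, again with every 24 h library above every 0 h library and the smallest p that the regroupings can give (0.0286, adjusted p = 0.0857), while the percent of expression in non-plant components at 72 h minus 0 h became 0.146 (exact permutation p = 0.914). With only the components passing the filter, an alternative chosen after the data were seen, the 24 h libraries overlapped those of 0 h and the percent of expression in non-plant components at 24 h minus 0 h was 0.000495 (exact permutation p = 0.886), while the percent of expression in non-plant components at 72 h minus 0 h was 0.0158 with every 72 h library above every 0 h library (0.0286, adjusted p = 0.0857). The 12 components with the largest 24 h rise all pass the filter, so on this basis falls of other components offset them. A best hit can be wrong for short or conserved sequences, so the share is not a measured amount of foreign RNA.

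**Figure D8:**
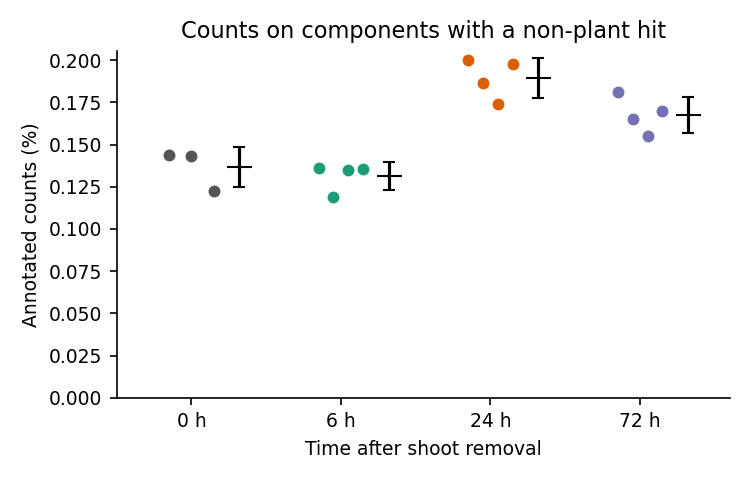
Percent of the expected counts in annotated components that lie on components with a non-plant best hit, per library (points) at the 4 time points. The share rises from a mean of 0.136% at 0 h to 0.189% at 24 h.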

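Of annotated components passing the filter, 0.260% have a non-plant best hit. Components without a taxonomy held 2.81 ± 0.0247% (SD, n = 3) of the counts at 0 h and 3.57 ± 0.104% (SD, n = 4) at 24 h.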

To create a heat map for RNA-seq analysis, ratios of log2 transformed relative expression values for each treatment were used to compare to 0 h treatment. Heat-maps of the RNA-seq results were created using Eisen Lab software, Cluster and TreeView as described by Eisen et al. [87].

### RNA-seq data analysis

GeneMaths XT 2.1 software (Applied Maths Inc., Austin, TX) was used for principal component analysis of the normalized and trimmed dataset derived from the EBseq output. Pathway Studio software (http://www.ariadnegenomics.com) and AGI designations for *Arabidopsis* genes were used for Gene Set Enrichment Analysis (GSEA) of AraCyc pathways [88, 89] and for Sub-Network Enrichment Analysis (SNEA) [90]. GSEA is a statistical method to determine if predefined sets of genes are over-represented between treatments. The AraCyc component of GSEA is an *Arabidopsis* database that houses a large set of experimentally-supported and computationally-predicted metabolic pathways [88] (http://pmn.plantcyc.org/ARA/class-instances?object=Pathways). SNEA generates regulatory and interacting network relationships that facilitate interpretation of experimental data and development of new hypotheses [90] (http://www.ariadnegenomics.com/products/pathway-studio/expression-analysis/algorithms/). SNEA identify expression targets and small molecules over-represented in the above comparison datasets. We applied SNEA based on published results for *Arabidopsis*.

### Real-time quantitative PCR (RT-qPCR)

Gene expression by RT-qPCR and RNA-seq analyses were examined using total RNA prepared from UABs as previously described above. Leafy spurge homologs of *Arabidopsis* genes involved in hormone, growth, light, and temperature response/regulation were selected for analysis. Primer pairs (20–24 nucleotides) were designed using Lasergene (DNASTAR, Inc., Madison, WI) sequence analysis software from clones annotated to genes (Additional file 9: Table S7) based on sequences obtained from a leafy spurge EST-database [37]. The details of cDNA preparation and RT-qPCR parameters were described previously by Chao [91]. Briefly, the comparative CT method was used to determine changes in target gene expression in test samples relative to a control sample. Fold difference in gene expression of test vs. control sample is 2^-ΔΔCT^. SYBR green chemistry was used to produce fluorescent signal, and three technical replicates were used per sample for the RT-qPCR experiments. The C_T_ value of each gene is the average of three technical replicates. A previously verified leafy spurge SAND gene was used as an internal reference [92]. The difference in transcript abundance is designated as log2. Heat-maps of the RT-qPCR results were created based on log2 values using Eisen Lab software, Cluster and TreeView as described by Eisen et al. [87].

### Hormone measurement

Hormone measurements were performed by National Research Council of Canada (Saskatoon, SK) on a UPLC/ESI-MS/MS utilizing a Waters ACQUITY UPLC system. The procedure for quantification of multiple hormones and metabolites were described by Chiwocha et al. [93, 94]. Statistical analysis was done with PC-SAS using the ANOVA procedure. Means were compared with Tukey’s multiple comparison procedure or Dunnett’s t tests at *P* = 0.1 [95]. There were four biological replications per time point.

## Availability of supporting data

All supporting data are included as additional files. Raw and assembled RNA-seq data are available from the Gene Expression Omnibus under the accession number GSE71317 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71317).

## Additional files

Additional file 1: Table S1. Number of raw fragments, number of trimmed fragments, and contig represented in each of the 15 RNA-seq samples. (XLSX 10 kb) Additional file 2:
**RNA-seq master file.** (XLSX 136875 kb) Additional file 3: Table S2. Heat map diagram showing changes in transcript abundance obtained by RNA-seq vs. RT-qPCR analysis. (XLSX 37 kb) Additional file 4: Table S3. Hormone-related genes that are significant and differentially-expressed based on RNA-seq analysis. (XLSX 245 kb) Additional file 5: Table S4. AraCyc pathways that are over-represented for comparisons 6 h vs. 0 h, 24 h vs. 0 h, and 72 h vs. 0 h based on GSEA. (XLSX 91 kb) Additional file 6: Table S5. Central hubs for expression targets and small molecules based on SNEA. (XLSX 24 kb) Additional file 7: Table S6. Differentially-expressed sugar transporter genes. (XLSX 18 kb) Additional file 8:
**Running RSEM.** (TXT 4 kb) Additional file 9: Table S7. Primers used for RT-qPCR analysis. (XLSX 38 kb)

How the deposited data were processed for this re-analysis (not part of the article)

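The samples were the 15 RNA-seq libraries of leafy spurge crown buds, 3 at 0 h and 4 each at 6 h, 24 h and 72 h after shoot removal. The hormone measurements of Fig. 8 and the raw RT-qPCR readings were not analysed here. RT-qPCR log2 changes were taken from Table S2.

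The authors trimmed the reads with Sickle, assembled contigs with Trinity from these and other leafy spurge reads, annotated them with BLASTX and counted fragments with RSEM. The deposited table gives an expected count for each of 569227 contigs and each of 223732 components in every library. Expected counts are estimated and need not be whole: 86.4% of the values above 0 lay within 0.005 of a whole number. The table also holds the authors' EBSeq posterior probability of being differentially expressed for each component, a fraction between 0 and 1, along with taxonomy, best hits and hormone classes. Values in Tables S3 and S6 of the paper were checked against the table: they are expected counts divided by median-of-ratios size factors, with a largest relative difference of 0.000483% over 2775 values of Table S3. The RNA-seq log2 values of Table S2 were checked in the same way and equal log2 ratios of group means of these normalized counts, so both columns of Table S2 are on the log2 scale.

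Library depth is the sum of expected counts over components. It was 5196254, 2569254 and 6649334 at 0 h, 3394989, 7981890, 2589107 and 3650588 at 6 h, 7045028, 8766393, 6396513 and 3750902 at 24 h and 2165533, 7253556, 2669553 and 1847115 at 72 h, in the order of the replicate numbers. The Spearman correlation between replicates was 0.972 to 0.987, and the median coefficient of variation of a component within a time point 11.8 to 13.7%. The variance between replicates was 2.34 to 5.71 times that of counting alone, so the replicates differ by more than sampling. edgeR's common biological coefficient of variation was 10.0%.

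Components were kept when normalized counts exceeded 10 in every library of at least 1 time point. Definitions of the filter, 27 in all, were compared with the paper's counts and this one was chosen because its contig count and its number of components with a posterior probability of at least 0.95 equal the paper's. The agreement with those counts is therefore no independent check. Expected counts above 10 would have left 18265 components. The size factors were chosen because the authors' commands use them, after the number of called components had been seen under both these and TMM scaling.

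Rounded expected counts were tested with edgeR 4.0.16 in R 4.3.3, by a quasi-likelihood fit of all 15 libraries with the 4 time points as groups. Each later time point was compared with 0 h, later time points with each other, and all 4 together. P-values were adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. The 3 kinds of test were tried on simulated counts with the depth and dispersion of these libraries, in which 200 of 18415 components changed. edgeR recovered 74, 75 and 71.5% of them at 6 h, 24 h and 72 h, and 9.76, 7.98 and 3.38% of its calls were false. The nominal share of false calls was thus exceeded at 6 h and 24 h in this 1 simulated set. limma on log2(normalized count + 1) recovered fewer, 70.5, 66.5 and 68.5%, with 6, 5.67 and 4.20% false. DESeq2 recovered 69.5, 70.5 and 68%, with 7.33, 6 and 2.86% false. Both thus had fewer false calls than edgeR at 6 h and 24 h, though also more than the nominal share. A single simulated set cannot rank the tests. Far more components were called in the data than changed in it, so these shares need not carry over.

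Sets of components were tested with camera in limma 3.58.1, with a correlation between genes of 0.01, and adjusted over 7 sets and 3 time points. The sets are photosynthesis, flavonoid biosynthesis, starch biosynthesis, jasmonate biosynthesis, ethylene biosynthesis, cell cycle and DNA replication, and heat shock proteins, each formed from words in the names of the best hits. Over-representation of hormone classes used the upper tail of the hypergeometric distribution with all tested components as background, adjusted over 9 classes, ABA/SA among them, and not adjusted for the total. Correlations with RT-qPCR were tested with 100000 permutations, and the non-plant share of counts with exact permutation of the libraries. Ratios to groups with 3 or fewer counts carry an exact counting interval. Principal component analysis was run on centred normalized counts of the components with a posterior probability of at least 0.95, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

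Genes named here follow a rule set before the data were examined: every gene the paper names in its results and discussion from Figs. 4 to 7 and Tables S2, S3 and S6, matched by component, except 1 that is not reported here, with values in those tables seen before the deposited table. To these were added, for each time point, the 3 largest increases and 3 largest decreases past the threshold with every library beyond every 0 h library, a mean of at least 50 normalized counts in one of the groups and an Arabidopsis hit.

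The comparisons, the words that form the sets, the form of the filter (a value above 10 in every library of a time point) and most alternatives were also chosen at that stage. The scale the filter applies to was chosen later, as given above. The test then fixed was limma on log2(value + 1). It became an alternative, and edgeR the main test, when the unit proved to be expected counts, before any test had been run. Alternatives were limma with an added 1, 0.5 or 5, limma without its mean-variance trend, limma after quantile normalization, DESeq2 1.42.0, TMM scaling, filters on group means, on expected counts, on counts per total (CPM) or on presence alone, the replicate number as a block, a fit of only the 2 groups compared, an adjusted p under 0.01, a change of at least 1.5-fold, and each library left out in turn. The filters on expected counts and on CPM and the alternatives for over-representation were chosen after the data were seen, and limma with an added 1 was made an alternative then.

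Outlying libraries within a time point were sought with Dixon's ratio among the groups of 4. Pathway and subnetwork scores of the paper rest on commercial gene sets that are not used here.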

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

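The tests of the cell cycle set against the scaling, of the non-plant share against depth and of that share in components passing the filter were chosen only after the results were seen, and all other tests of this part before.

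Dixon's ratio was computed for 186 groups of 4 libraries, and 15 passed its critical value where chance gives about 1 in 20, or 9.30. Single high values were 7253560 expected counts in 72 h replicate 2, and among normalized counts 72.5 of CKX1 in 24 h replicate 4, 191 of ABA1 in 24 h replicate 1, 24.5 of CYP707A #1 in 6 h replicate 3, 379 of LAX3 #45 in 6 h replicate 1, 395 of ABCB4 in 72 h replicate 3 and 171 of GH3-like5 #7 in 24 h replicate 3. Single low values were 0.119% non-plant counts in 6 h replicate 2, 53.8 of NRT1.1 in 6 h replicate 3 and 7.72 of comp118906_c0 (an ACC oxidase) in 24 h replicate 3. The depth of 72 h replicate 2 is removed by its size factor. These values lie in several libraries, and no test was made of their cause.

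The remaining 5 lie in 72 h replicate 4: 154 of ABF4 #10, 73.2 of GH3-like5 #7, 371 of comp118906_c0, 787 of comp119993_c0 and 300.0 of comp129771_c1 (normalized counts). Over all tested components this library passed the critical ratio in 395 (2.14%), more than replicates 1, 2 and 3 (279, 143 and 188). It is also the library with the smallest total. Above the upper quartile of mean counts it still led with 131 of 4604 against 54, 45 and 34. The smallest libraries of 6 h and 24 h led their time points there too, with 71 and 82, so depth is not excluded. Yet 72 h replicate 1, with a total of 2165533 against 1847115, had only 54. A pool of buds that differed from the other pools of its time point may also explain this, on the 395 components alone. Whether the difference came from the plants, from the handling of the sample or from depth stays open. Without this library 2481 components were called in the result "components changed at 72 h vs 0 h".

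The sets of components did not change alike at the 3 time points. The median difference of the cell cycle and DNA replication set was -0.79 (camera adjusted p = 9.0e-14) from 6 h to 24 h, 0.56 (camera adjusted p = 1.2e-13) from 6 h to 72 h and 1.40 (camera adjusted p = 3.2e-25) from 24 h to 72 h. That of the heat shock protein set was 0.065 (camera adjusted p = 0.0369), 0.13 (camera adjusted p = 5.0e-11) and 0.13 (camera adjusted p = 0.0401) in the same order. The ethylene biosynthesis set changed by -0.46 (camera adjusted p = 0.00414) from 6 h to 24 h, the jasmonate biosynthesis set by -0.31 (camera adjusted p = 0.0211) and the photosynthesis set by 0.77 (camera adjusted p = 5.2e-05) from 6 h to 72 h. With fry all of these stayed past the threshold, and with the correlation estimated from the data only the heat shock protein set from 6 h to 72 h did (adjusted p = 0.00267). After thinning every library to 1 total, 9 of the 9 medians kept their sign, which argues against depth. Genes of a set that rise and fall together in a few libraries could still give such values, and this was not tested beyond the estimated correlation.

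The cell cycle set was lower than at 0 h at 24 h and higher at 72 h. Against 0 h its median was -0.17 at 6 h and 0.32 at 72 h (camera adjusted p = 0.0241, 0.00407 to 0.482 over the alternatives, and 1.2e-07, 1.3e-07 to 0.239), with 16 components called lower and 6 higher at 6 h and 1 and 21 at 72 h. The 6 h adjusted p was 0.103 without 0 h replicate 1, 0.258 without 0 h replicate 2 and 0.0616 without 6 h replicate 3. After thinning the 72 h median was 0.40 and the 24 h median -0.97, and at 72 h the set stood 0.29 above the median of all components, so neither depth nor scaling accounts for the change of sign. A change in the share of dividing cells in the buds is a candidate explanation that these libraries cannot test.

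For the remaining comparisons with 0 h, the heat shock protein set had medians of -0.10 at 24 h and 0.076 at 72 h (camera adjusted p = 0.0619, 4.1e-05 to 0.239 over the alternatives, and 0.457, 0.0700 to 0.558). At 72 h its mean was -0.018 while the median and the test pointed up. The 24 h adjusted p was 0.0373 without 0 h replicate 1 and 0.0468 without 6 h replicate 4. The ethylene biosynthesis set at 6 h had a median of -0.043 (camera adjusted p = 0.374, 0.240 to 0.558 over the alternatives). Called lower and higher were 27 and 12 heat shock components at 24 h, 5 and 11 at 72 h, and 2 and 0 ethylene components at 6 h.

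The mean share of annotated counts on components with a non-plant best hit was 0.189% at 24 h and 0.168% at 72 h, both above every 0 h library. With only components passing the filter the 24 h libraries overlapped those of 0 h (in "percent of expression in non-plant components at 24 h minus 0 h" 0.000495, exact permutation p = 0.886), although the 12 components with the largest rise all pass it, so falls of other components offset them there, while every 72 h library still lay above every 0 h library. Most of the rise at 24 h was in Metazoa hits, from 0.0557 to 0.107%, while Fungi fell from 0.0584 to 0.0456% and stood at 0.0681% at 72 h. Among components of the same level, 93.0% of those with a Metazoa hit were higher at 24 h (133 of 143), against 54.2% of plant components and 69.8% of components without a taxonomy. The 3 components with the largest rise carried 13.7% of it, which argues against a few components, and the 69.8% lies between the Metazoa and the plant share, so it cannot be told whether sequence outside plant genes rose in general. The lowest total of a 24 h library was 3750902, 0.564 times the highest of 0 h (6649334), so the totals overlap while the shares do not, which argues against depth. Reads from small animals on the buds may explain the Metazoa share, and components with vitellogenin hits were among those that rose, but several of the others have hits, such as polyubiquitin, that plant sequence also matches. What organism, if any, was present stays open, as does the 72 h share.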

How the results depend on the processing

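The over-representation alternatives, the CPM filter and the non-plant share in components passing the filter were chosen only after results were seen, limma with an added 1 was made an alternative after the data were seen, and the other tests of this part were chosen before. Over-representation is counted below by the p without adjustment. The cause of a move was not tested unless it follows from how the alternative is built. Of 912 values of the comparisons, 822 kept their call or stayed near their value, 30 lost a call, 13 gained one, 47 moved and 0 changed sign. Of 4602 values of named genes, 4463 stayed the same, 103 lost a call, 24 gained one and 12 changed sign.

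A change of at least 1.5-fold lowers every count by construction. It left 6406 in the result "components differing among the 4 time points", 102 in "listed hormone-related components called here", 1774 in "components changed at 6 h vs 0 h", 5213 in "components changed at 24 h vs 0 h", 3622 in "components changed only at 24 h vs 0 h" and 1560 in "components changed at 72 h vs 0 h". An adjusted p under 0.01 left 1939 in "components changed at 6 h vs 0 h", 1533 in "components changed at 72 h vs 0 h" and 461 in "components changed only at 72 h vs 0 h".

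The share of called components that fell moved with the scaling and the filter. In "percent of changed components that fell at 24 h vs 0 h" it was 50.6 after quantile normalization, 49.7 with TMM scaling, 56.8 with the CPM filter (chosen after the data were seen), 54.7 at an adjusted p under 0.01 and 50.05 at a change of at least 1.5-fold. In "percent of changed components that fell at 6 h vs 0 h" it was 45.3 with limma without the trend, 50.9 without the filter, 44.7 at an adjusted p under 0.01 and 43.5 at a change of at least 1.5-fold. In "percent of changed components that fell at 72 h vs 0 h" it was 48.4 after quantile normalization, 49.3 without the filter and 46.7 with TMM scaling. TMM scaling minus that of the size factors used here is 0.0064 at 6 h, -0.029 at 24 h and 0.0085 at 72 h on the log2 scale. Fold changes move the opposite way for every component alike, which shifts the balance of signs.

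In "PCA first component percent of variance" the value was 51.7 on centred log2 values, 52.5 at unit variance and 52.1 with all expressed components, and 62.3 without the 10 components of highest mean. In "PCA second component percent of variance" it was 13.2 at unit variance and 26.3 with all expressed components. In "expressed components" the count was 21631 for more than 10 in any 1 library, 20953 above 5, 15907 above 20 and 12979 with the CPM filter (chosen after the data were seen).

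Fry, which asks whether a set changed at all, gave 0.0122 in "jasmonate biosynthesis set at 6 h vs 0 h", 0.0122 in "jasmonate biosynthesis set at 72 h vs 0 h", 0.00736 in "flavonoid biosynthesis set at 24 h vs 0 h" and 4.1e-05 in "heat shock proteins set at 24 h vs 0 h", each past the threshold where camera was not, and 0.139 in "cell cycle and DNA replication set at 6 h vs 0 h", where the call was lost. Camera with the correlation estimated from the data lost the call in "photosynthesis set at 6 h vs 0 h" (0.313), "photosynthesis set at 24 h vs 0 h" (0.366), "photosynthesis set at 72 h vs 0 h" (0.0747), "flavonoid biosynthesis set at 6 h vs 0 h" (0.239), "cell cycle and DNA replication set at 6 h vs 0 h" (0.482), "cell cycle and DNA replication set at 24 h vs 0 h" (0.0878), "cell cycle and DNA replication set at 72 h vs 0 h" (0.239), "starch biosynthesis set at 24 h vs 0 h" (0.174), "ethylene biosynthesis set at 24 h vs 0 h" (0.164) and "ethylene biosynthesis set at 72 h vs 0 h" (0.292). By construction it widens the variance of a set whose genes move together. In "flavonoid biosynthesis set at 6 h vs 0 h" the call was also lost with limma on log2(normalized count + 1) (0.0568, the test first fixed, made an alternative after the data were seen), on log2(normalized count + 5) (0.0552) and after quantile normalization (0.0677).

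Leaving out each library in turn gave 52.6 to 54.3 in "percent of changed components that fell at 24 h vs 0 h", 43.3 to 46.6 in "percent of changed components that fell at 72 h vs 0 h", 455 to 860 in "components changed only at 72 h vs 0 h", 62.6 to 72.3 in "PCA first component percent of variance" and 14.4 to 20.0 in "PCA second component percent of variance". Among sets it gave 0.000121 to 0.0683 in "flavonoid biosynthesis set at 6 h vs 0 h", 0.0188 to 0.288 in "flavonoid biosynthesis set at 24 h vs 0 h", 0.00230 to 0.303 in "flavonoid biosynthesis set at 72 h vs 0 h", 2.3e-05 to 0.258 in "cell cycle and DNA replication set at 6 h vs 0 h", 0.0373 to 0.163 in "heat shock proteins set at 24 h vs 0 h" and 0.000751 to 0.111 in "ethylene biosynthesis set at 72 h vs 0 h". Totals ranged from 10916 to 11463 in "components differing among the 4 time points", 2538 to 3603 in "components changed at 6 h vs 0 h", 7889 to 9053 in "components changed at 24 h vs 0 h" and 2070 to 3146 in "components changed at 72 h vs 0 h".

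The counting basis moved the non-plant share. As a share of the components above 0 in place of the counts, the value was 6.05 in "percent of expression in non-plant components", 5.47 in "percent of expression in non-plant components at 24 h minus 0 h" and 0.146 in "percent of expression in non-plant components at 72 h minus 0 h". At 24 h every library still lay above every 0 h library, and the adjusted p no longer passed the threshold. At 72 h the rise was lost. Many rarely counted components weigh as much as a few well counted ones on this basis. With only components passing the filter (chosen after the data were seen) the value was 0.0982 in "percent of expression in non-plant components", 0.000495 in "percent of expression in non-plant components at 24 h minus 0 h", where the libraries of the 2 time points overlapped, and 0.0158 in "percent of expression in non-plant components at 72 h minus 0 h", where every 72 h library lay above every 0 h library and the adjusted p did not pass the threshold. The 12 components with the largest rise at 24 h all pass the filter, so only their sum with the components that fell is near 0. In "over-representation p of all hormone-related components" the authors' posterior probabilities with random lists matched on mean expression gave 0.0550, where the call was lost, and in "over-representation p of Auxin components" the posterior probabilities gave 0.0466, under 0.05 only without adjustment (adjusted over the classes 0.210), next to 0.0166 for the probability of exactly the counted number, which is not a tail p (all chosen after the data were seen).

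Replicate numbers recur in each time point, and whether they pair the libraries was tested by correlating the deviations of libraries from their group means. The 21 pairs with the same number had correlations of -0.0313 to 0.301 with a mean of 0.0708, and 5 were over 0.1. The 63 other pairs had a mean of -0.0234. Libraries with the same number were more alike on average, but since most of these pairs were not over 0.1 the numbers are not taken to pair the libraries. With the replicate block "percent of changed components that fell at 6 h vs 0 h" was 50.1, "flavonoid biosynthesis set at 72 h vs 0 h" was 0.0437, past the threshold, and among named genes 3 calls were not made (CKX1 at 6 h, log2 fold change 0.63, adjusted p = 0.0593; ABF4 #9 at 72 h, log2 fold change -0.32, adjusted p = 0.0640; GH3.10 at 72 h, log2 fold change 0.79, adjusted p = 0.0568), 3 were added (ABF4 #9 at 24 h, log2 fold change 0.28, adjusted p = 0.0304; LAX3 #45 at 6 h, log2 fold change 0.29, adjusted p = 0.0272; comp118906_c0 at 72 h, log2 fold change -1.04, adjusted p = 0.0120) and 1 uncalled value changed sign (GH3-like5 #7 at 72 h, log2 fold change 0.017, adjusted p = 0.967). In "components differing among the 4 time points" it called 12143, in "components changed at 6 h vs 0 h" 4123, in "components changed at 24 h vs 0 h" 9555 and in "components changed at 72 h vs 0 h" 3241.

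Signs of named genes turned only where the change was not called. The values were in "YUCCA4 log2 fold change at 6 h vs 0 h" 0.23 without 0 h replicate 3 and 0.030 without 6 h replicate 1, over a range of -0.28 to 0.23 without each library, in "YUCCA4 log2 fold change at 24 h vs 0 h" 0.060 without 0 h replicate 3, over a range of -0.42 to 0.060 without each library, in "GH3.10 log2 fold change at 6 h vs 0 h" 0.12 without 0 h replicate 1, over a range of -0.64 to 0.12 without each library, in "GH3-like5 #5 log2 fold change at 72 h vs 0 h" 0.0070 without 0 h replicate 1, over a range of -0.083 to 0.0070 without each library, in "GH3-like5 #7 log2 fold change at 6 h vs 0 h" 0.030 without 0 h replicate 2, over a range of -0.27 to 0.030 without each library, in "GH3-like5 #7 log2 fold change at 72 h vs 0 h" 0.017 with the replicate block, 0.083 without 0 h replicate 2 and 0.0054 without 72 h replicate 4, over a range of -0.21 to 0.083 without each library, in "IPT5 log2 fold change at 72 h vs 0 h" 0.32 without 0 h replicate 3 and 0.017 without 72 h replicate 4, over a range of -0.32 to 0.32 without each library, in "comp123578_c1 log2 fold change at 24 h vs 0 h" 0.058 without 24 h replicate 3, over a range of -0.22 to 0.058 without each library. Among calls of named genes, limma without the trend lost most (13) and the test without the filter gained most (9), and leaving out 1 library lost 63 and gained 10.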

Differences from the paper's values

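The over-representation tests with the authors' posterior probabilities were chosen only after the results were seen, and the other tests of this part before. Components called at 1 time point only number 217, 3099 and 300 in the paper at 6 h, 24 h and 72 h, and 581, 5455 and 765 here. The measures are not alike. The areas of the paper's diagram together hold its 7855 genes past the posterior probability, and it refers them to a pattern key. The numbers here come from a separate test of each time point. Over the 27 alternatives set before the data were examined the numbers ranged from 396 to 716, 3622 to 5890 and 455 to 905. Only a change of at least 1.5-fold comes near the paper, with 3622 in the result "components changed only at 24 h vs 0 h", and none does at 6 h or 72 h. The totals called at each time point lie closer, 3404, 6988 and 2850 in the paper and 3475, 9091 and 3026 here.

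The over-representation p of auxin is 0.017 in the paper and 0.107 here, and that of cytokinin 0.112 in the paper and 0.303 here. No alternative to these was set before the data were examined. After the values were seen, the authors' posterior probabilities were used in the same test and gave 0.0466 for auxin and 0.409 for cytokinin. The probability of exactly the counted number, in place of that number or more, gave 0.0166 and 0.112 with the posterior probabilities, next to the paper's values, and drops none of the authors' components. It also gave 0.00102 for all hormone-related components and 0.0115 for ABA.

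The paper's portion of transcripts from other sources is 7%, and 13.6% of the components in the table have a non-plant best hit. No alternative to this percent was set before the data were examined. For the share of expression, the percent of annotated components above 0 was, and in "percent of expression in non-plant components" it has a mean of 6.05% over the libraries, near the paper's. The paper does not say what its percent is taken of.

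Genes were compared with the paper's statements 1 by 1. NCED3 is stated to have decreased at 6 h and 72 h, and its log2 fold changes were -0.33 and -0.64, negative but not past the threshold. The figure cited for it also holds RT-qPCR values, which were -0.696 and -0.479 at these times and -0.363 at 24 h. At 72 h the RNA-seq change of NCED3 passed the threshold under edgeR without the filter and without 0 h replicate 3. The RNA-seq rise of NCED3 from 6 h to 24 h and its fall from 24 h to 72 h were called, as the paper states. YUCCA4 is stated to have increased at 72 h, and its 0.68 was not past the threshold (edgeR adjusted p = 0.0969). It passed under edgeR without the filter and without 0 h replicate 3.

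CKX7 and IPT3 are among genes stated to have increased after paradormancy release, and did so at 24 h (1.00 and 0.57) but not past the threshold at 6 h (0.28 and 0.33). All TIR1 components are stated to have increased at 6 h. TIR1 #23 and #24 did (0.31 and 0.52), and TIR1 #25 did not (0.028).

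The ABA1, ABA2 and ABA4 components and both CYP707A components are stated to have been less abundant at 6 h. Of these only ABA2 #29 was called lower (-0.59). RT-qPCR at 6 h gave 0.145 for ABA2 #29, of the opposite sign, and -0.283 and -0.453 for the ABA1 primer pairs. ABA1, ABA2 #27, CYP707A #1 and CYP707A #2 were below 0 but not past the threshold (-0.21, -0.24, -0.64 and -0.10), and ABA2 #28 and ABA4 were above 0 (0.10 and 0.13). CYP707A #1 passed the threshold at 6 h without 0 h replicate 1 and without 6 h replicate 3.

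ABCB4 and PIN5 alone are stated to have been lower than at 0 h at the later time points. ABCB4 was not past the threshold at 6 h (-0.15) and PIN5 not at 72 h (-0.76), and ABCB1 was called lower at 24 h (-0.37).

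The JA synthesis components with high abundance at 0 h or 6 h are stated to have declined from then on in most cases. Highest means at 0 h or 6 h were found in 11 of 14, and 6 fell at each later step. The 13-LOX pathway is named among the decreased pathways at 72 h, and the jasmonate biosynthesis set had a median of -0.066, not past the threshold. Jasmonate biosynthesis is stated to have risen at 6 h and fallen at 24 h and 72 h, and flavonoid biosynthesis to have fallen at all 3 time points. The jasmonate set passed at no time point and the flavonoid set only at 6 h under camera, while fry called the jasmonate set at 6 h and 72 h and the flavonoid set at 24 h. With camera, the flavonoid set also passed at 24 h without 0 h replicate 3 and at 72 h without 0 h replicate 3, 24 h replicate 3 or 72 h replicate 4. At 72 h it also passed with the replicate block (0.0437 in "flavonoid biosynthesis set at 72 h vs 0 h").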

Other observations

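The tests on regrouped libraries, of the scaling of the 24 h count, of an unusual 24 h library and of comp123400_c0 were chosen only after the results were seen. The others were chosen before.

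If the time points had no effect, other splits of the same libraries would call as many components. Of 35 splits of the 7 libraries into 4 and 3, only 1, the real split, called as many as it did at 6 h, at 24 h and at 72 h. The largest other split called 1806, 5417 and 1192, and such splits keep part of the real difference. Over all time points 1 of 100 drawn splits called as many, again the real one, and the largest other called 2463. This argues against a grouping by chance.

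More components changed at 24 h than at 6 h or 72 h, and the 24 h libraries also had the highest median total. After thinning every library to 1845856 counts, 1132, 4247 and 849 components were called, and the ratio of 24 h to the larger of the others was 3.75, which argues against depth. With the 24 h scale shifted in steps from 2-fold down to 2-fold up, the 24 h count was at least 2.62 times the larger of the other counts, which argues against a wrong scale at 24 h. TMM scaling and quantile normalization rescale the libraries of every time point, and the ratio was then 2.597 and 2.603. This argues against an error of the size factors alone at 0 h, 6 h or 72 h. An error at those time points that all of these scalings share, which would lower or raise the other counts, was not tested. Without any 1 of the 24 h libraries the ratio stayed at 2.37 or more, which argues against a single unusual library. A larger response at 24 h stays open, as does a scale error at the other time points that these scalings share. What in the buds drives a response was not tested.

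The annotation joins genes in some components. Of the 185 hormone components of Table S3, 28 have under 50% of their counts on contigs with a hormone annotation, and in 23 of these the annotated contigs alone would not pass the filter. This is consistent with counts of more than 1 gene joined in a component, and in these 23 the listed gene itself was hardly measured. Of the 157 others, 156 were called on the annotated contigs alone. Length and GC content of the contigs were not tested.

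The component comp123400_c0 is listed as an auxin response factor in Table S3 and as a sugar transporter in Table S6. Its auxin response factor contigs hold 0 of 408 counts and its sugar transporter contigs 96.2%, so the counts are not a mixture of both, and the values belong to the sugar transporter.

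RT-qPCR and RNA-seq stood farthest apart at 24 h. Among pairs with the higher counts, 26 of 29 lay outside the 95% interval of the RNA-seq value. Chance would give 1.45 if the RT-qPCR values had no error. This argues against sampling noise of the counts. At 6 h and 72 h, 21 and 16 of 29 lay outside it, so such gaps were not particular to 24 h. Pairs at 24 h on components with under 50% of the counts on the listed hit differed by a median of 0.61. For the rest it was 0.41 (permutation p = 0.113, 10 and 47 pairs). The difference at 24 h did not follow the mean count (Spearman rho -0.137, permutation p = 0.317). It did at 6 h (rho -0.361, permutation p = 0.0054) but not at 72 h (rho -0.0774, permutation p = 0.553). Joined counts and low counts may each contribute, and the tables cannot tell. RNA-seq lay below RT-qPCR in most pairs at 24 h and above it in most pairs at 6 h. The cause of a shift shared by most pairs was not tested. Error of the RT-qPCR values was not tested, since only 1 value per time point is at hand, and primer pairs on the same component differed at 24 h by 0.013 to 0.92 over 7 components, most in ABI1.

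The largest changes under the naming rule were these, as log2 fold changes and mean normalized counts at 0 h and later. At 6 h the increases were comp126101_c2 (conserved hypothetical protein) 7.02, from 0.218 to 52.5, comp104864_c0 (thioredoxin H-type) 5.28, from 2.57 to 118, and comp110735_c0 (conserved hypothetical protein) 3.29, from 8.79 to 80.6. The decreases at 6 h were comp130161_c0 (glucose-6-phosphate/phosphate translocator 2) -3.19, from 2207 to 244, comp137243_c0 (glucose-6-phosphate/phosphate translocator) -3.17, from 490.3 to 56.2, and comp123578_c1 (serine/threonine-protein kinase Nek8) -2.78, from 66.4 to 9.06. The first increase rests on 1 count at 0 h against 221 at 6 h, a ratio of 176 with a 95% counting interval of 31.3 to 6996, and its fitted value depends on the prior count.

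At 24 h the increases were comp124109_c0 (predicted protein) 4.07, from 4.97 to 84.7, comp110735_c0 (conserved hypothetical protein) 3.86, from 8.79 to 121, and comp102373_c0 (predicted protein) 3.76, from 8.84 to 128, and the decreases comp123272_c2 (uncharacterized protein) -4.58, from 284 to 10.9, comp118906_c0 (ACC oxidase) -4.28, from 225 to 11.4, and comp119993_c0 (predicted protein) -3.65, from 207 to 16.2. At 72 h the increases were comp135652_c0 (beta-xylosidase) 3.65, from 22.9 to 295, comp129771_c1 (unnamed protein product) 3.09, from 31.0 to 238, and comp110735_c0 (conserved hypothetical protein) 2.96, from 8.79 to 62.6, and the decreases comp123383_c1 (LOB domain-containing protein) -3.0, from 755 to 105, comp84960_c0 (uncharacterized protein) -2.86, from 51.0 to 7.79, and comp135918_c0 (nucleoredoxin) -2.73, from 73.8 to 11.4. All of these have an edgeR adjusted p of 3.1e-05 or less. Being picked as the largest, their sizes are more often too large than too small, which was not tested.

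Some of these components changed call at other time points. For comp118906_c0 at 6 h, the change also passed the threshold under edgeR without the filter and edgeR on only the 2 groups compared and without 72 h replicate 4 (log2 fold change 0.49). For comp118906_c0 at 72 h, the change also passed the threshold under edgeR without the filter and without 72 h replicate 4 (log2 fold changes -1.47 to -0.74). With the replicate number as a block, comp118906_c0 was also called at 72 h (log2 fold change -1.04). For comp119993_c0 at 72 h, the change also passed the threshold under edgeR without the filter (log2 fold change 0.74). For comp123272_c2 at 6 h, the change also passed the threshold under edgeR without the filter and edgeR on only the 2 groups compared (log2 fold changes -0.56 to -0.55). For comp123578_c1 at 24 h, the sign of the uncalled change turned without 24 h replicate 3 (log2 fold change 0.058). For comp123578_c1 at 72 h, the call was lost under limma on log2(normalized count + 1), limma on log2(normalized count + 0.5) and limma without the trend (log2 fold changes -0.98 to -0.97). For comp129771_c1 at 24 h, the change also passed the threshold under edgeR without the filter and without 24 h replicate 3 (log2 fold changes 0.88 to 1.21). For comp135652_c0 at 6 h, the call was lost under limma on log2(normalized count + 0.5) and limma without the trend (log2 fold changes 1.31 to 1.33). For comp135652_c0 at 24 h, the call was lost without 0 h replicate 1 (log2 fold change -1.17). For comp135918_c0 at 24 h, the change also passed the threshold under edgeR without the filter and without 24 h replicate 3 (log2 fold changes -0.85 to -0.53).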
